# Comparative evaluation of RNA-Seq library preparation methods for strand-specificity and low input

**DOI:** 10.1038/s41598-019-49889-1

**Published:** 2019-09-17

**Authors:** Dimitra Sarantopoulou, Soon Yew Tang, Emanuela Ricciotti, Nicholas F. Lahens, Damien Lekkas, Jonathan Schug, Xiaofeng S. Guo, Georgios K. Paschos, Garret A. FitzGerald, Allan I. Pack, Gregory R. Grant

**Keywords:** Biotechnology, Computational biology and bioinformatics

## Abstract

Library preparation is a key step in sequencing. For RNA sequencing there are advantages to both strand specificity and working with minute starting material, yet until recently there was no kit available enabling both. The Illumina TruSeq stranded mRNA Sample Preparation kit (TruSeq) requires abundant starting material while the Takara Bio SMART-Seq v4 Ultra Low Input RNA kit (V4) sacrifices strand specificity. The SMARTer Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian (Pico) by Takara Bio claims to overcome these limitations. Comparative evaluation of these kits is important for selecting the appropriate protocol. We compared the three kits in a realistic differential expression analysis. We prepared and sequenced samples from two experimental conditions of biological interest with each of the three kits. We report differences between the kits at the level of differential gene expression; for example, the Pico kit results in 55% fewer differentially expressed genes than TruSeq. Nevertheless, the agreement of the observed enriched pathways suggests that comparable functional results can be obtained. In summary we conclude that the Pico kit sufficiently reproduces the results of the other kits at the level of pathway analysis while providing a combination of options that is not available in the other kits.

## Introduction

RNA-Sequencing (RNA-Seq) analysis has become the *de facto* method for measuring gene expression genome wide. However, when designing an experiment, the investigator is faced with the task of making many decisions, including choice of platform and library preparation protocol, which can involve considerable trade-offs. We focus here on the Illumina and Takara Bio kits and investigate the differential effect of library prep protocol. The most widely used protocol involves the TruSeq (Illumina, catalog no. RS-122-2103) kit, which assumes abundant starting material (0.1–1 μg total RNA) and maintains strand specificity. Strand information is vital to the analysis of many studies^1–4^. Indeed many genes undergo anti-sense transcription, which serves a regulatory purpose and has also been associated with disease^5^. In a standard treatment/control experiment, an important segment of signal comes from the anti-sense strand of annotated RNA and it is not uncommon to find genes with more anti-sense signal than sense. If data generated are not strand specific, then all such reads will get quantified as “sense” signal.

In general, since one can obtain more accurate sense expression from strand specific data and one cannot obtain any anti-sense information from non-strand specific data, it is considered preferable to generate strand specific data. However, until recently it has not been possible to perform strand-specific sequencing on samples that require a high level of amplification from quantities below 10 ng total RNA. This situation has now been addressed in the new Pico kit (Takara Bio, catalog no. 634413). Different kits produce data with different biases. For example the act of removing the ribosomal RNA (rRNA) has a dramatic effect on the results; the polyA selection approach tends to result in a 3′ coverage bias, while the approach of hybridizing the rRNA out with beads results in a very different bias^6^. Therefore, the question naturally arises as to whether the same general results will be obtained from using two different kits on the same samples. To investigate this, we compared the TruSeq, Pico and V4 kits in a realistic differential expression (DE) analysis, using both abundant and minute quantities of starting material. The V4 kit (Takara Bio, catalog no. 634888) is the kit typically used for minute quantities which does not preserve strand specificity.

Most comparative analyses of RNA-Seq methods, both wet bench and computational, are on samples that are too artificial to draw meaningful conclusions about performance in practice. For example, many studies^7–10^ used the universal reference samples^11^ to benchmark differential expression (DE) analysis. Yet the comparison of technical replicates of two completely different reference samples is not realistic enough to draw practical conclusions, as we expect almost any expressed gene to be differentially expressed. Furthermore, technical replicates guarantee the distribution of each gene’s expression is independent from all other genes – which is in stark contrast to real data where a small minority of genes are differentially expressed, with an extremely complex background of non-DE genes involving population wide, highly dependent distributions.

A few recent studies assess the quality of libraries produced with low starting material using a variety of kits. Palomares *et al*. evaluate the quality of libraries produced by different input amounts, and suggest that the non-stranded V4 kit performs well for low input quantities, compared to the TruSeq kit^12^. Similarly, Song *et al*. suggest that the TruSeq and V4 kits perform well for low starting material, while they also suggest the Pico kit if polyA and non-polyA mRNA are of interest^13^. However, neither looked at the ability of the Pico kit to produce stranded data with low input material, which is its key advantage.

Here we designed a standard treatment/control experiment to assess the differences between the three kits in a typical differential expression analysis. Specifically we examined the hepatic inflammatory response of mice by assaying liver RNA from saline (control) and IL-1β treated mice^6^.

There are several levels on which the data can be compared. First is the level of the raw data itself (alignment statistics, quality scores, quantified values, ribosomal content, etc.). The second level is to compare the results of a DE analysis of genes or gene features such as exons, introns or junctions. The third level on which to compare methods is on pathway enrichment of DE genes. There might be significant discordance at the level of alignment and even the specific lists of DE genes, but if they result in the same pathway enrichment results then it is likely the same conclusions will be drawn from each analysis; and indeed, this is what was observed in this study. The greatest differences between the kits were identified at the raw data and DE levels, however for the most part no major differences were identified at the pathway level.

Although the pathway analyses were similar, one would still like to understand the source of the differences at the levels of raw data and DE. Therefore, we PCR validated some of the most discordant genes in order to determine which kit was more accurate.

## Results

Here we give the details of the comparative analysis of the three kits Pico, TruSeq and V4, on the levels of raw sequencing libraries, differential expression detection, and pathway enrichment analysis.

### Gene expression evaluation

As a standard treatment/control experiment, we sequenced three liver RNA samples from mice treated with saline and three treated with 20 μg/Kg of IL-1β. 

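Livers were collected 4 hours after intraperitoneal injection, and IL-1β is a cytokine that starts the acute-phase response of the liver. The 3 mice treated with IL-1β are named I9579, I9582 and I9583, and the 3 saline mice U9574, U9575 and U9576. RNA of each mouse entered all 3 kits, and the tables used here hold 18 libraries with 1 library per mouse and kit. The paper repeated the library preparation for Pico and had sequenced the same samples with TruSeq in an earlier study, so a value for Pico or TruSeq below belongs to the run in the table used here. Pico is a stranded total RNA kit that removes ribosomal cDNA with an enzyme, V4 is an unstranded poly(A) kit, and TruSeq is a stranded poly(A) kit. The kits also differ in the amount of RNA, in the read length (150 bp for Pico and V4, 125 bp for TruSeq), in the sequencer and in the time of sequencing, so a difference between kits cannot be told apart from a difference between these batches. Both treatments are present in each kit, so the response to IL-1β was compared within each kit. The paper gives 30 to 44 M reads per sample for Pico, 15 to 30 M for V4 and 16 to 34 M for TruSeq. The values used here are the authors' deposited gene counts, which are whole reads after the authors' step to remove ribosomal reads and after resampling of the reads to an equal depth within each kit. Reads of the mitochondrial ribosomal RNA gene mt-Rnr2, named after its values were seen, remain in the Pico table, where it was the top gene in 5 of 6 libraries, with 3.83% to 4.64% of the counts. For Pico and TruSeq they are reads in the sense orientation, and for V4 they are reads of both strands together. The 3 tables were normalized separately. The gene counts of a Pico library summed to 4024632 to 4046380 in the IL-1β mice (median 4038989) and to 4081976 to 4134070 in the saline mice (median 4119656). In V4 the totals were 12055184 to 12173492 (median 12060059) and 12013453 to 12352473 (median 12091775), and in TruSeq 12348864 to 12423406 (median 12406499) and 12654762 to 12858237 (median 12798295). A Pico library thus carried fewer counted reads than a V4 or TruSeq library, and levels set across kits below were also computed after each library had been thinned at random to 4024632 counts, the total of the smallest library. Over the pairs of mice with the same treatment, the counts differed by more than sampling noise in each kit (chi-square per degree of freedom of 7.04 or more in Pico, 21.1 or more in V4 and 9.26 or more in TruSeq), so no library was a second copy of another. Differential expression was tested with limma-voom on the counts with Benjamini-Hochberg adjustment, separately in each kit, over 18108 genes in Pico, 18051 in V4 and 19424 in TruSeq with at least 1 count in the kit. No scaling factors beyond the library totals were used, because the authors' resampling had set the totals.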

We analyzed RNA from each sample with all three kits, and used 1.7–2.6 ng of RNA with the Pico kit, 0.8–1.3 ng with the V4, and 200 ng with the TruSeq. We followed the standard steps of a typical RNA-Seq analysis. Data were aligned, normalized, quantified, and Differential Expression *p*-values were computed (see Methods). The library prep, sequencing and analysis was repeated twice for the Pico kit. Additionally, we had sequenced the same samples with the TruSeq kit for a previous study, allowing us to compare the two TruSeq runs as control for batch effects when comparing TruSeq to Pico and V4.

More than 90% of raw reads uniquely mapped to the reference genome for all three kits (Fig. 1a), which is reasonably high. Since rRNA is roughly 99% of total RNA, all kits necessarily perform ribosomal depletion. This typically removes more than 90% of rRNA, depending on tissue and other factors. Nevertheless, in the Pico kit ribosomal reads were retained up to 40–50% (Fig. 1b), while in the TruSeq kit it is ~7%. In their comparative study of ribosomal RNA removal kits, Herbert *et al*. report ~15% rRNA retention with the Pico kit^14^. Given the discrepancy we validated our findings in an independent library preparation and sequencing run. However, it is problematic to compare to Herbert *et al*., since they used very different samples - a mixture of 10 different cancer cell lines as compared to mouse liver - and used very different criteria for calling a read as ribosomal. They used a BWA alignment to the human genome build hg19 which unfortunately is missing half of 45 S, while we constructed a comprehensive rRNA library from GenBank and aligned to it using BLAST. These differences likely explain why their rRNA retention rate of 15% for the Pico kit is so much lower than ours and also why ours is probably more accurate. To investigate further, we compiled the distribution of the FPKM normalized ribosomal retention across the different ribosomal RNA subunits (5 S, 45 S, 18 S, 28 S, 5.8 S, 45 S spacers, and mitochondrial rRNAs). TruSeq and V4 have similar profiles, as expected since they both utilize polyA selection, while Pico’s ZapR method retains much higher levels of 5 S and 5.8 S (Supplemental Fig. S1).

**Figure 1:**
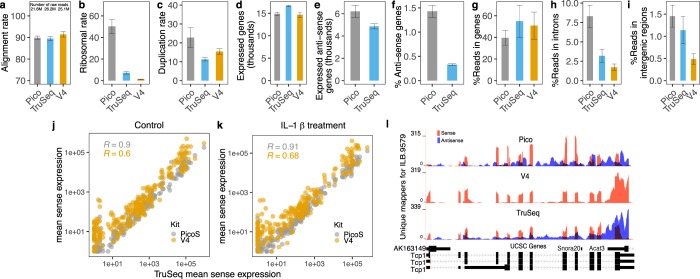
Profiling of RNA-Seq libraries. (**a**) Average rate of uniquely aligned reads to the reference genome, for each library preparation kit. The average total number of raw reads is printed for each kit in millions. (**b**) Average rate of uniquely aligned reads to ribosomal genes. TruSeq and V4 kits do polyA selection, while the Pico kit does ribo depletion using the ZapR enzyme. (**c**) Average rate of duplicated reads, after ribo removal. (**d**,**e**) Number of sense and anti-sense expressed genes per kit after normalization. We include genes that are expressed in at least one of the samples. (**f**) Percent of anti-sense reads mapping to genes out of all reads mapping to genes either sense or anti-sense, in the two stranded kits TruSeq and Pico. (**g**–**i**) Percentages of number of reads that map to gene, intron sense, and intergenic regions out of total number of reads after ribo removal. (**a**–**i**) The error bars represent the 95% confidence interval around the percentage value. The T-statistic for confidence interval for standard error was calculated. (**j**,**k**) Pairwise comparisons of mean normalized sense gene expression of the ~200 genes with the highest anti-sense expression in the TruSeq kit, in both conditions. Pearson’s correlation is calculated. This illustrates the degree to which V4 over-estimates the sense signal on such genes, because it cannot differentiate with anti-sense. (**l**) Example of *Tcp1* gene body coverage in one of the IL-1β treated samples (ILB.9579); shows that *Tcp1* has anti-sense expression (shown in blue color for Pico and TruSeq kits); indicates overestimation of the sense expression in the V4 un-stranded kit.

Another common observation in RNA-Seq libraries is the high rate of duplicated reads. To evaluate this rate, we quantified the duplication rate after removal of ribosomal reads using the Duplication Rate Identifier for NGS Cleanup (https://github.com/itmat/DRINC) developed in house, and showed that it is elevated in Pico (~20%) compared to the other two kits (Fig. 1c). Overall our results indicate that the Pico kit results in substantially higher ribosomal content and PCR duplication artifacts potentially associated with the low starting material.

To assess the concordance of the kits on the level of quantification, the raw read counts were normalized and quantified at both the gene level and the exon-intron-junction levels, both sense and anti-sense (see Methods). The percentage of uniquely aligned reads that map to genes in the sense orientation (gene-mappers) in the Pico kit is ~10% smaller than in TruSeq (Fig. 1g), which can be explained by the greater intronic signal in Pico. Nonetheless, the observed number of expressed genes is comparable, across all three kits (Fig. 1d).

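In the deposited counts, 14907 ± 335 genes (SD, n = 6 mice) had at least 1 read in a Pico library, 14674 ± 523 in a V4 library and 16659 ± 161 in a TruSeq library. Within mice, the number of expressed genes differed from TruSeq by -1752.5 ± 368 in Pico and by -1985 ± 433 in V4, and was lower in 6 of 6 mice in both (exact sign-flip permutation test on the differences within mice, two-sided, p = 0.03125, the smallest value that 6 mice allow, and 0.0469 after Benjamini-Hochberg adjustment over the 3 pairs of kits). Pico had 232.8 ± 454 more expressed genes than V4, a difference within the spread between mice (p = 0.281 from the same exact test). Without pairing by mouse, an exact permutation test gave p = 0.00216 for both comparisons with TruSeq. The minimum number of reads moved the mean of each kit most. With at least 10 reads required, the means were 11048 in Pico, 11563 in V4 and 12522 in TruSeq, so that Pico was below V4. The tables also hold fewer reads for a Pico library than for the others. After thinning to equal depth, 14896 ± 334 genes were expressed in Pico, 13636 ± 416 in V4 and 15008 ± 161 in TruSeq. The difference from TruSeq was then -112 ± 382 genes in Pico, lower in 4 of 6 mice (exact test, p = 0.594), and -1372.5 ± 336 in V4, lower in 6 of 6 mice (exact test, p = 0.03125).

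**Figure D1:**
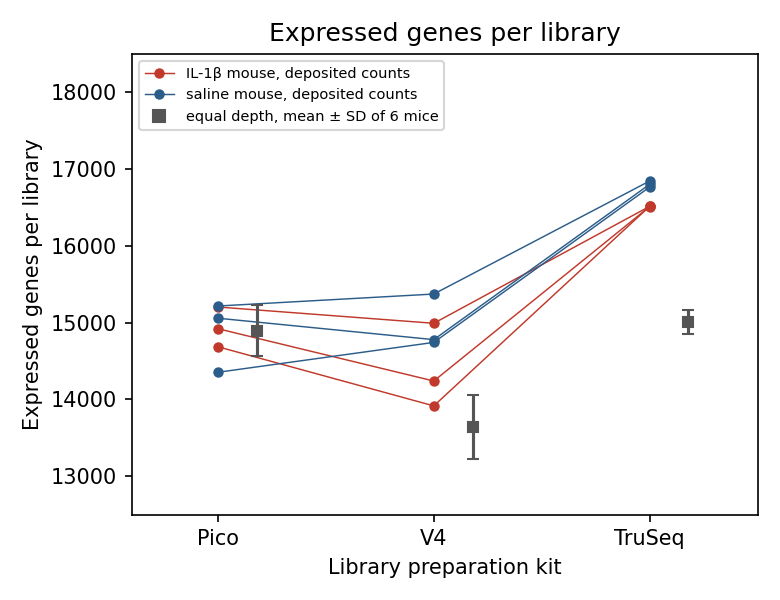
Number of genes with at least 1 read in each library (y axis, genes, not starting at 0) for the 3 kits (x axis). Lines join the 3 libraries of 1 mouse, and squares with bars are the mean ± SD of 6 mice after thinning to equal depth; TruSeq lies above the other kits in the deposited counts (16512 to 16845 genes), and at equal depth its mean is 15008 against 14896 in Pico.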

The ability to quantify anti-sense gene expression is the key advantage of the Pico kit over the V4 kit. To investigate the extent of anti-sense signal in the two stranded kits Pico and TruSeq, we compared the balance of sense to anti-sense gene signal and we compared how many genes were identified with anti-sense transcription. Figure 1f shows the percent of anti-sense reads mapping to genes out of all reads mapping to genes either sense or anti-sense. Surprisingly, the percent is substantially higher in Pico, with roughly 1.5% anti-sense versus roughly 0.5% in TruSeq. As a result, Pico identified about 20% more genes expressing anti-sense signal in spite of having lower read depth and considerably higher rRNA retention (Fig. 1e). We therefore conclude that Pico is at least as sensitive to anti-sense transcription as TruSeq if not more.

To investigate the adverse effect of non-strand specific sequencing on quantifying *sense* gene expression, we identified the genes with the highest anti-sense signal (~200 genes with mean anti-sense expression ≥20 normalized reads) for each treatment in the TruSeq kit. We then compared the sense expression of these genes across the three kits, to assess whether strandedness information was important for accurately quantifying gene expression levels. We expected that the correlation of the gene expression levels of TruSeq and Pico signals would be closer together because they eliminate anti-sense reads that do not constitute *bona fide* gene expression proxies. We observe that in both conditions the mean sense expression of Pico and TruSeq are highly correlated (R > 0.9), while V4 shows lower correlation with TruSeq (Fig. 1j,k); indeed, verifying that strandedness is important for accurate gene expression quantification. 

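Tcp1 (ENSMUSG00000068039) lies on the plus strand of chromosome 17 of mm9, from 13108567 to 13117933. Its annotated exons overlap those of Acat3 (ENSMUSG00000062480, minus strand, 13116699 to 13133268) by 571 bases. In the IL-1β mouse I9579, Tcp1 had 555 sense counts in Pico, 1578 sense counts in TruSeq and 1091 counts of both strands together in V4. The mean over the 3 IL-1β mice was 557.3 ± 11.7 (SD) in Pico, 1118 ± 41.7 in V4 and 1542 ± 37.1 in TruSeq. At equal depth, the log2 ratio of V4 to TruSeq for Tcp1 was -0.45 ± 0.14 (SD, n = 6 mice), against a median of -0.43 over the genes compared, and that of Pico to TruSeq was 0.10 ± 0.08, against a median of 0.02. These values do not separate the strands in V4. The coverage along the gene body was not analysed here.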

Figure 1l shows an example of V4 overestimating the sense gene expression; *Tcp1* gene has anti-sense expression (shown in blue for Pico and TruSeq), which is combined in the sense gene expression in the V4 results.

To investigate sense intron signal, we first identified using TruSeq which introns do not have any anti-sense signal. From these introns we compared the percentages of uniquely aligned reads between the three kits, and observed that it is elevated in the Pico kit, compared to the TruSeq and V4 kits (Fig. 1h). Similarly, we also observed an elevated percentage of reads mapping to intergenic regions in Pico, compared to the other two kits (Fig. 1i). In Supplemental Fig. S2 we illustrate these two observations for *Eri3* gene with a Genome Browser^15^ profile. This could be due to retained introns from pre-mRNA signal, since the Pico kit uses rRNA depletion instead of polyA selection.

A hierarchical clustering of the 18 samples was performed (Fig. 2a), from which a clear distinction of kit type is observed. Thus the differences between the kits are more pronounced than the differences between the samples, in spite of a powerful treatment affecting thousands of genes with large effect sizes. 

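The 18 libraries were clustered on 1 minus the Spearman correlation of their deposited counts over 21018 genes, with average linkage. The libraries of each of the 3 kits formed 1 group, and the first division inside each of these groups separated the IL-1β from the saline mice. V4 split off first, at a height of 0.122, while the libraries within a kit joined at 0.0658 in Pico, 0.0751 in V4 and 0.042 in TruSeq. Within kits, mice of the same treatment correlated at 0.951 to 0.958 in Pico, 0.941 to 0.959 in V4 and 0.977 to 0.98 in TruSeq, and mice of different treatments at 0.929 to 0.937, 0.917 to 0.931 and 0.957 to 0.959. Complete linkage, Pearson correlation of log2 counts and thinning gave the same 3 groups. With only the 10432 genes that had a mean of at least 10 counts in every kit, the V4 libraries still formed their own group, but the Pico and TruSeq libraries joined by treatment instead of by kit, forming 2 groups.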

After kit, samples cluster based on treatment. However, the correlation of the average of the normalized expression profiles between the three kits, as calculated using Spearman’s method, is high. Specifically, the highest correlation (0.96) is illustrated between the Pico and TruSeq kits (Fig. 2b). 

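Over the 21018 genes with a read in at least 1 library, Spearman's correlation of the mean counts of the 6 mice was 0.953 between Pico and TruSeq, 0.933 between V4 and TruSeq and 0.886 between Pico and V4. These are correlations across genes, which are not independent replicates. Computed in each mouse, the correlation was 0.938 ± 0.00524 (SD, n = 6 mice) between Pico and TruSeq, 0.914 ± 0.00955 between V4 and TruSeq and 0.864 ± 0.00777 between Pico and V4, and the order of the 3 pairs was the same in each of the 6 mice. The filter on low counts moved the values most. Among genes with a mean of at least 10 counts in both kits, the correlations were 0.921, 0.81 and 0.614 in the same order of pairs. Because the tables were normalized separately by kit, only ranks enter the correlations, of mean counts within a kit or of counts within a library. The means and the filter use the size of the counts.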

To further assess the concordance between the three kits, we performed pairwise comparisons of the means of normalized gene expressions (Fig. 2c–e). The higher linearity between the Pico and TruSeq kits (Fig. 2c) could be translated into the Pico kit being as reliable as the TruSeq kit.

**Figure 2:**
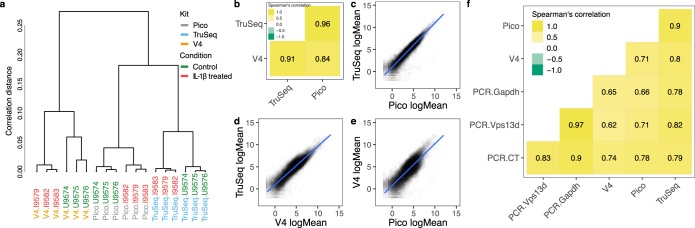
Concordance of gene expression profiles. (**a**) Hierarchical clustering by normalized expression correlation of all 18 samples shows clear distinction of the samples first by kit type and secondly by treatment. (**b**) Average sample Spearman’s correlation of normalized gene expression shows higher concordance for Pico and TruSeq. (**c**–**e**) Pairwise comparisons of mean normalized gene expression demonstrate higher concordance between Pico and TruSeq. (**f**) Spearman’s rank correlation of normalized gene expression of IL-1β treated sample (ILB.9579) indicates that TruSeq is the most highly correlated to RT-PCR, while V4 is the least. The PCR metrics shown are the number of cycles (PCR.CT), and the efficiency scores controlled by *Gapdh* (PCR.Gapdh) or *Vps13d* (PCR.Vps13d).

The high concordance of the Pico and TruSeq kits was also verified by a comparison of gene rankings by average expression between the two kits (Supplemental Fig. S3; See Methods).

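Genes were ranked by their mean count in each kit. The rank of a gene differed between Pico and TruSeq by a median of 889.5 places over 21018 genes, between V4 and TruSeq by 1350 and between Pico and V4 by 1942. The share of genes whose ranks lay within 1000 places was 54.4% for Pico and TruSeq, 40.5% for V4 and TruSeq and 30% for Pico and V4. In single mice the median difference in rank ranged from 836.5 to 1206 places for Pico and TruSeq, from 1260 to 1568 for V4 and TruSeq and from 1557 to 1734 for Pico and V4. The ranges of Pico with TruSeq and of V4 with TruSeq did not overlap.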

To further evaluate the accuracy of the kits, we validated selected genes with RT-PCR. Specifically, we used one of the IL-1β treated samples (ILB.9579), based on which we selected 18 genes (Table 1) that were highly expressed or absent in only one of the kits and not in the others. We compared the expression values of RT-PCR and RNA-Seq, using the RT-PCR efficiency score and the RNA-Seq normalized read counts of all the loci the primers mapped to, as described in Methods. Both RT-PCR and RNA-Seq data were normalized with two controls, *Gapdh* and *Vps13d* (see Methods for explanation of why *Vps13d* was used in addition to *Gapdh*). 

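For each of the 18 genes of Table 1, the deposited count of the gene's own locus in mouse I9579 was compared with the paper's average number of RT-PCR cycles (CT), taken with a minus sign so that a higher value means more RNA. Across these genes, Spearman's rho was 0.362 for Pico (permutation test, two-sided, p = 0.14, and 0.246 after Benjamini-Hochberg adjustment over 9 relations), 0.74 for V4 (p = 0.00066, adjusted 0.00594) and 0.443 for TruSeq (p = 0.068, adjusted 0.153). The spread of rho over resamples of the genes was 0.235 (SD) in Pico, 0.163 in V4 and 0.245 in TruSeq. The 3 values rest on the same genes and cycles, and their differences were not resampled. These spreads therefore cannot decide whether the kits differ. With the efficiency scores, which fall as the amount of RNA rises, none of the 6 correlations passed the adjustment, and the strongest was -0.554 in V4 with Gapdh as control (adjusted p = 0.0637 from the permutation test). The deposited table counts reads at single loci, whereas the values in Table 1 add up all loci the primers match. Gapdh had 111 counts in Pico, 158 in V4 and 165 in TruSeq at its own locus, and Table 1 gives 9305, 167469 and 133483 as the paper's values. With the paper's Table 1 values in place of the deposited counts, rho was 0.719 for Pico, 0.86 for V4 and 0.773 for TruSeq, and all 3 passed the adjustment. All 6 correlations with the efficiency scores passed as well with these values, and those of TruSeq were the strongest, at -0.76 with Vps13d and -0.754 with Gapdh as control, against -0.739 and -0.748 in V4 and -0.577 with both in Pico. The 18 genes were chosen by the paper because the kits differed at them, 1 mouse was measured, and genes are not independent replicates. Among these genes, V4 correlated with TruSeq at 0.548 and Pico with TruSeq at 0.864.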

The Spearman’s rank correlation of the normalized gene expression illustrates that TruSeq is the most correlated to RT-PCR (either relative to the average number of cycles, or the efficiency score normalized by *Vps13d* or *Gapdh*), while V4 is the least (Fig. 2f).

**Table 1:** RT-PCR-validated genes.

Gene	Pico	V4	Truseq	RT-PCR (AVG CT)	Efficiency score using *Vps13d*	Efficiency score using *Gapdh*
Mup-ps19	12,839	137,475	87,486	15.68	0.007	2.037
Saa1	6,358	114,234	81,987	15.84	0.007	1.959
Gapdh	9,305	167,469	133,483	16.09	0.003	1.000
Hyou1	3,152	635	14,199	19.38	0.008	24.915
Myh9	2,893	197	3,171	20.41	0.303	90.535
Gm15450	2,035	6,377	7,295	20.72	0.234	69.974
Hist1h1e	251	58	3	20.98	0.523	127.969
Dhx9	482	57	1,217	21.25	0.245	73.192
Abhd2	808	61	2,181	21.46	0.370	110.569
Gm14681	254	594	1,417	22.35	0.294	87.770
Mll2	1,290	89	1,280	22.41	0.664	198.347
Vps13d	1,092	115	1,377	22.71	1.000	298.751
Acvr1b	160	12	488	22.72	0.453	135.227
Kif1c	581	59	1,330	23.26	1.753	523.636
Tcf20	491	16	365	23.84	5.227	1560.898
Zfp445	431	15	562	23.89	0.927	276.947
Ttll4	301	43	897	23.93	2.310	689.927
Cdc42bpb	323	11	546	25.77	0.635	189.568

The normalized gene expression of the 18 most discordant genes for sample ILB.9579 is given for all kits. The RT-PCR expression values are reported as the average number of PCR cycles, and the efficiency scores using two controls, *Gapdh* and *Vps13d*.

To summarize, in this section we have been primarily concerned with evaluating the reliability of the signal from the Pico kit once it is quantified to genes and other features such as introns and intergenic regions. The ability of Pico to measure anti-sense signal is of interest as well as the maintenance of reliable sense signal. Such measurements are what is most relevant to the downstream analysis and we conclude from the various results that the Pico kit does provide robust anti-sense signal as claimed and also that properly quantifying anti-sense signal is equally important to accurately quantifying the sense signal. In spite of the TruSeq kit having better properties at the level of raw data (e.g. alignment statistics, rRNA retention rate, etc.) it appears that the Pico kit provides sufficiently reliable sense-signal and is generally more sensitive than TruSeq to the anti-sense signal, both for gene signal and intron signal.

### Effects on differential expression identification

To evaluate the kit impact on differential gene expression, we performed differential expression analysis with *limma-voom* on both gene and intron levels, comparing untreated (controls) to IL-1β treated. For different *q*-value cutoffs, we observed that the number of differentially expressed genes (DEGs), either up-regulated or down-regulated, follow the same trend across all kits (Fig. 3a). However, it is notable that the magnitude of the number of DEGs differs significantly, with Pico identifying 55% fewer DEGs than the TruSeq kit at *q*-value cutoff 0.1, and the V4 kit even less (Fig. 3a, Table 2). In contrast, the Pico and TruSeq kits identify a small and similar number of differentially expressed, retained introns, compared to the V4 kit (Fig. 3e), which could be due to V4 incorrectly assigning anti-sense transcription to a gene’s body and introns. Moreover, the pairwise comparisons of the adjusted fold-changes (See Methods) of the average normalized gene expressions between kits also demonstrate that the Pico kit is highly concordant with the TruSeq (Fig. 3b–d).

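At a q-value cutoff of 0.1, 1607 genes were higher and 2543 lower after IL-1β in Pico, 938 higher and 2044 lower in V4, and 2841 higher and 5003 lower in TruSeq (limma-voom with Benjamini-Hochberg adjustment, 3 against 3 mice per kit). At 0.01 the numbers were 756 and 1128 in Pico, 300 and 464 in V4, and 1465 and 2616 in TruSeq. The split between higher and lower depended on the scaling. With library totals, 38.7% of the DEGs were higher after IL-1β in Pico, 31.5% in V4 and 36.2% in TruSeq, and with TMM factors 52.3%, 47.2% and 50.2%. The change of scaling moved the median log2 fold change of all genes by 0.13 in Pico, 0.17 in V4 and 0.16 in TruSeq. In all 3 kits, 594 genes had a q-value of at most 0.01. Among those that changed in 1 direction with no overlap of the treatments in any kit, the largest rises were of Saa3 and A2m. Saa3 (ENSMUSG00000040026, chromosome 7, 53967368 to 53971046 in mm9) encodes a serum amyloid A protein and had 3755 ± 363 counts after IL-1β and 4.67 ± 2.31 after saline in Pico (SD, n = 3), a log2 fold change of 9.66 (standard error 0.61, adjusted p = 1.5e-08 from limma-voom). In V4 its log2 fold change was 9.89 (standard error 0.39) and in TruSeq 9.30 (standard error 0.13). A2m (ENSMUSG00000030111, chromosome 6, 121586191 to 121629255) was at or under 3 counts in every saline library, and was at least 179-fold higher after IL-1β in Pico, at least 145-fold in V4 and at least 714-fold in TruSeq. The largest falls were of Cyp7a1 and D0H4S114. Cyp7a1 (ENSMUSG00000028240, chromosome 4, 6192759 to 6202780), a bile acid enzyme, fell with a log2 fold change of -5.93 (standard error 0.49) in Pico, -5.71 (0.45) in V4 and -5.84 (0.31) in TruSeq, and with any 1 mouse left out its adjusted p stayed at or below 0.00226.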

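The total number of DEGs at a q-value cutoff of 0.1 was 4150 in Pico, 2982 in V4 and 7844 in TruSeq, so that Pico had 47.1% fewer DEGs than TruSeq and V4 62% fewer. The paper's own counts in Table 2 give 45.6% fewer for Pico, which is 54.4% of the TruSeq number, and 61.6% fewer for V4. With 1 mouse left out in turn, the number of DEGs ranged from 2856 to 3635 in Pico, from 1815 to 3284 in V4 and from 6904 to 7266 in TruSeq, and the order TruSeq, Pico, V4 held in each of these 6 fits. In V4, leaving out mouse U9576 alone raised the number, to 3284. At equal depth, 4075 DEGs were found in Pico, 2628 in V4 and 5931 in TruSeq, and Pico had 31.3% fewer than TruSeq. For V4, the setting that moved the number most was 1 fit of all 18 libraries with a single spread for the kits. In that fit V4 had 6002 DEGs and TruSeq 5434. For Pico, equal depth moved the percentage most. Of the 10 ways to split the 6 mice into groups of 3, only the real one gave any DEG at this cutoff in Pico, V4 or TruSeq. Every other split puts both treatments in each group, so the response itself widens the spread there. The lack of DEGs in these splits thus does not measure chance.
A different number of DEGs does not show that the response itself differs, so the difference in response was tested with an interaction of kit and treatment. At a q-value of 0.05, 0 of 17207 genes differed in their response between Pico and TruSeq and 0 of 17147 between V4 and TruSeq (limma-voom with Benjamini-Hochberg adjustment), while 945 and 1090 genes had an unadjusted p-value under 0.05, 5.49% and 6.36% of the genes. With the mouse as a replicate block, which pairs the libraries of 1 mouse, the numbers were 1 and 0. In that fit 1278 and 1263 genes had an unadjusted p-value under 0.05, 7.43% and 7.37% of the genes. The gene called between Pico and TruSeq with the block was C3, named after its values were seen, with a difference in log2 fold change of -0.24. On simulated data the unblocked test recovered 87% of differences of log2 2 for Pico and 74% for V4, but 33% and 1% of differences of log2 1, so that few differences of that size would be called in V4. The kits were simulated independently, so the pairing by mouse is not part of these shares. The count of 0 for V4 also depended on 1 mouse. Without U9576 the same test called 57 of 16812 genes between V4 and TruSeq, with a smallest adjusted p of 0.000614 and 1566 genes, 9.31%, at an unadjusted p-value under 0.05, while it called 0 without any other mouse. Among the genes with the smallest p-values between V4 and TruSeq were Plat and Nlrp12, each with an adjusted p of 0.101. Nlrp12 rose with a log2 fold change of 1.60 (standard error 0.11) in TruSeq and 0.34 (standard error 0.18) in V4. The 3 genes with the smallest p-values between Pico and TruSeq were Pdlim2, Tm4sf20 and A630001G21Rik, each with an adjusted p of 0.507 from limma-voom. With DESeq2, 62 genes differed between V4 and TruSeq and 4 between Pico and TruSeq. The 4 genes, named after their values were seen, were Ptges2, Emr1, Serpina3c and Rnf128.

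**Figure D2:**
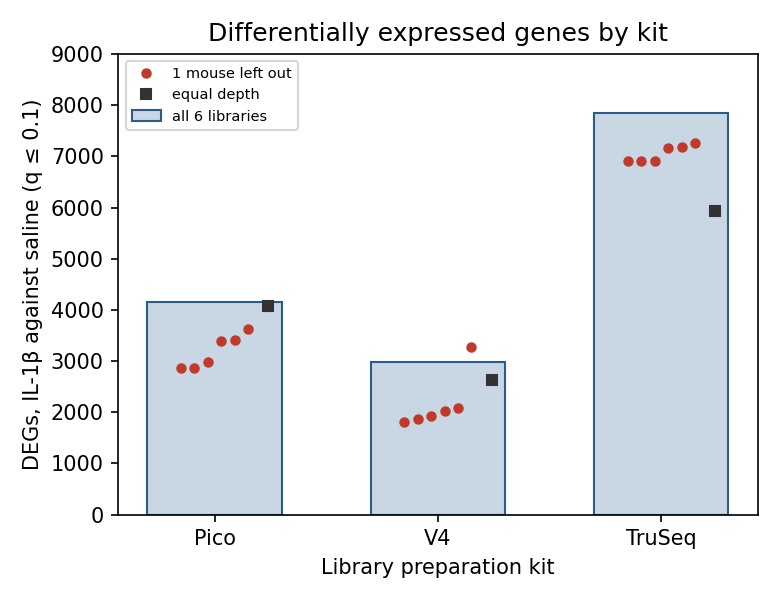
Number of DEGs at a q-value of at most 0.1 (y axis, genes) for the 3 kits (x axis). Bars are the fits with all 6 libraries of a kit (4150, 2982 and 7844 genes), points the 6 fits with 1 mouse left out, and squares the fits at equal depth; the V4 point above its bar is the fit without mouse U9576 (3284 genes).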

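The adjusted log2 fold change of a gene is the ratio of its mean count in the IL-1β mice to that in the saline mice after adding 20 reads to both, which understates the change of genes with low counts. Over 21018 genes, Pearson's correlation of adjusted log2 fold changes was 0.897 between Pico and TruSeq, 0.857 between V4 and TruSeq and 0.802 between Pico and V4. In the 9 choices of 1 IL-1β mouse and 1 saline mouse, it was 0.755 to 0.84, 0.705 to 0.767 and 0.605 to 0.692. The smaller the number of reads added, the lower the correlation, and with 1 read it was 0.715, 0.674 and 0.569. Because the same mice were used in the 3 kits, chance differences between mice are shared by the kits and raise these values. Each of the 9 splits that mix the treatments sets 2 IL-1β mice and 1 saline mouse against 1 and 2, so part of the response stays in its fold changes, and its value is not a measure of the shared chance differences alone. In these splits the correlation was 0.553 to 0.648 between Pico and TruSeq, 0.484 to 0.599 between V4 and TruSeq and 0.323 to 0.465 between Pico and V4. The real split gave the highest value of the 10 in each pair of kits. From these pairwise comparisons, the paper concludes that the Pico kit is highly concordant with the TruSeq kit.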

**Figure 3:**
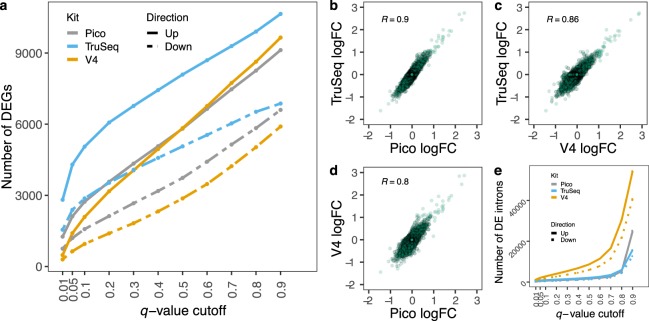
Kit effect on differential gene expression. (**a**) Number of up- and down-regulated DEGs identified at different *q*-value cutoffs. (**b**–**d**) Scatterplots of pairwise comparisons of fold changes of the average normalized gene expression, between kits. Pearson’s correlation of adjusted fold changes of the average normalized gene expression between two kits, is calculated. (**a**) Number of up- and down-regulated, differentially expressed, retained introns identified at different *q*-value cutoffs.

**Table 2:** Number of up- and down-regulated, differentially expressed genes at different *q*-value cutoffs, for all kits.

*q-*value cutoff	Pico-Up	Pico-Down	V4-Up	V4-Down	Truseq-Up	Truseq-Down
0.9	9123	6600	9649	5900	10645	6869
0.8	8258	5832	8634	5028	9900	6521
0.7	7469	5140	7735	4227	9292	6031
0.6	6643	4417	6763	3479	8695	5544
0.5	5809	3737	5831	2870	8092	5064
0.4	5070	3186	4949	2325	7437	4578
0.3	4336	2667	4055	1825	6769	4075
0.2	3575	2126	3171	1397	6067	3533
0.1	2731	1578	2091	953	5053	2872
0.05	2116	1200	1404	642	4296	2390
0.01	1260	754	483	299	2815	1552

We investigate why there is such a difference in the number of DEGs (Fig. 3a, Table 2), since the number of the genes being expressed is comparable across the kits (Fig. 1d). First, we examine to what extent the same DEGs are identified using the different kits. For various *q*-value cutoffs, we calculate the ratio of the number of DE genes found by both kits, to the number of genes found DE by at least one of the two kits. Values near 1 indicate that the DEG lists from both methods are nearly identical, while values near 0 indicate that only a small number of the total DEGs were found by both methods. 

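Of the genes called DE in Pico or TruSeq at a q-value cutoff of 0.01, 1658 were called in both, 226 in Pico alone and 2423 in TruSeq alone, a ratio of common to all DEGs of 0.385. The ratio was 0.401 at a cutoff of 0.05 and 0.431 at 0.1. Between V4 and TruSeq, 713 genes were called in both, 51 in V4 alone and 3368 in TruSeq alone, a ratio of 0.173, and the ratio was 0.262 at 0.05 and 0.327 at 0.1. Leaving out 1 mouse lowered the ratio at 0.01 to between 0.235 and 0.369 for Pico, and gave 0.0771 to 0.184 for V4, where the highest value came from leaving out U9576. A gene called in 1 kit alone mostly changed in the same direction in the other. The direction was shared by 98.7% of the DEGs of Pico alone (95% Wilson interval 96.2 to 99.5), by 97.1% and 96.1% of the DEGs of TruSeq alone in comparison with Pico and V4, and by 86% of the DEGs of V4 alone (43 of 50 genes listed in both kits, 73.8 to 93). Among genes with a q-value above 0.3 in both kits it was shared by 55.9% for Pico and 57.2% for V4.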

As shown in Fig. 4a,b, we do not observe a high rate of common DEGs for any cutoffs. As a baseline for comparing V4 and Pico to TruSeq, we compared the two different runs of TruSeq (Supplemental Fig. S4a).

**Figure 4:**
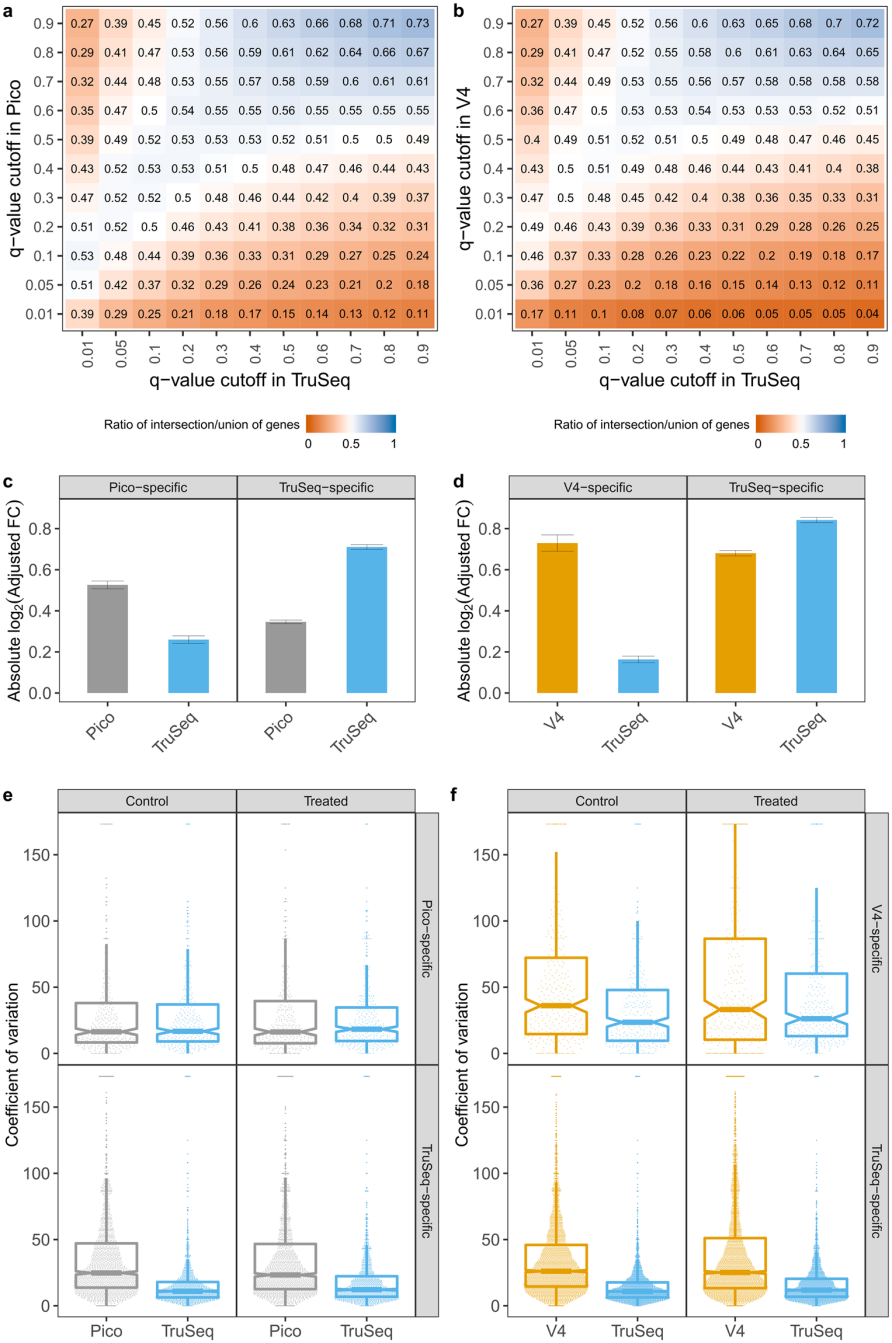
Effects on differential expression. (**a**,**b**) Heatmap of the ratio of the number of DE genes found by both kits, to the number of genes found DE by at least one of the two kits, at varying *q*-value cutoffs (blue indicates nearly identical DEG lists and orange indicates highly discordant DEG lists). (**c**) Absolute value of the log_2_ adjusted fold-changes for DEGs identified exclusively by Pico (n = 371) or TruSeq (n = 1755). (**d**) Absolute value of the log_2_ adjusted fold-changes for DEGs identified exclusively by V4 (n = 317) or TruSeq (n = 3606). (**c**,**d**) The error bars represent the 95% confidence interval around the fold-change values. DEGs identified as those with *q*-values < 0.01. (**e**) Coefficients of variation for DEGs identified exclusively by Pico or TruSeq. (**f**) Coefficients of variation for DEGs identified exclusively by V4 or TruSeq. The difference among the kits was evaluated based on the overlapping of the notch region, defined as median m ± 1.58IQR/√n (See Methods). If the notches of the boxes of the two kits do not overlap, it suggests that the medians are significantly different, with 95% confidence interval. This suggests significant differences in variation of the two kits.

A decrease in power to detect DEGs is due to an increase in variance and/or a decrease in effect size (e.g. fold-change), given all other things, such as number of replicates, are equal in the study designs. We investigated the source of the differences in the DE analyses by examining those genes that were significantly DE (*q*-value ≤ 0.01) in the TruSeq data but were not significant (*q*-value > 0.01) in either the Pico or V4 kits, and conversely (Fig. 4c–f). 

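For the 226 DEGs of Pico alone against TruSeq, the mean absolute adjusted log2 fold change was 0.67 ± 0.03 in Pico and 0.48 ± 0.03 in TruSeq (± the 95% confidence interval over genes). For the 2423 DEGs of TruSeq alone against Pico, it was 0.46 ± 0.01 in Pico and 0.77 ± 0.01 in TruSeq. For the 51 DEGs of V4 alone it was 0.85 ± 0.09 in V4 and 0.35 ± 0.09 in TruSeq, and for the 3368 DEGs of TruSeq alone against V4, 0.69 ± 0.01 in V4 and 0.86 ± 0.01 in TruSeq. Genes selected as DE in 1 kit are expected to have the larger change there by the selection itself. The 20 reads added to both terms weigh more in Pico, whose libraries hold fewer counts. With the same genes at equal depth, the means for the DEGs of TruSeq alone against Pico were 0.45 in Pico and 0.56 in TruSeq.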

For genes detected as significantly DE in one kit, say kit A, and not in another kit, say kit B, the fold-changes are always larger in kit A (Fig. 4c,d). 

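The CV of a gene is the SD of its counts over the 3 mice of a treatment divided by their mean, and a notch of 1.58 interquartile ranges over the square root of the number of values is given after each median. In the DEGs of TruSeq alone against Pico, the median CV was 22.2% ± 0.652 in Pico and 11% ± 0.278 in TruSeq, and against V4 it was 25.8% ± 0.653 in V4 and 11% ± 0.231 in TruSeq. In the DEGs of Pico alone, the median CV was 12.5% ± 1.31 in Pico and 17.6% ± 1.59 in TruSeq, so that in this set the CV was lower in Pico and the notches did not overlap. Genes called DE in 1 kit and not in the other are selected for a low CV in the first, so the direction of these differences follows in part from the selection. At equal depth the DEGs of TruSeq alone, called anew, still had a median CV higher by 7.92 percentage points in Pico and by 13 in V4 than in TruSeq. With the DEGs called by edgeR's quasi-likelihood test or by DESeq2 instead, the CV of Pico minus that of TruSeq in the DEGs of Pico alone was 0.201 and -0.836 percentage points, so the lower CV of Pico in that set depended on the test.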

Meanwhile, the coefficients of variation (CV) are always equal or lower in the TruSeq data across all comparisons (Fig. 4e,f). The V4-specfic DEGs present an interesting case, since both the CV and fold-change are substantially higher in the V4 data than in the TruSeq data. 

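In the 51 DEGs found in V4 and not in TruSeq, the median CV was 41.4% with a notch of 7.06 in V4 and 34.6% with a notch of 6.98 in TruSeq, so the notches overlapped and the difference of 6.73 percentage points was not separated from 0. With the DEGs of edgeR's quasi-likelihood test and of DESeq2 the difference was 15.3 and 14.3 points, above the error of 9.93 that the notches of the 51 genes give. With the DEGs called anew at equal depth it was -4.06 points, so the sign depended on the depth, and the same 51 genes at equal depth had a median CV of 45.8% in V4 and 50.1% in TruSeq. These genes had few counts, with a median over genes of 7.5 in V4 and 7.33 in TruSeq. The numbers of such genes depended on the filter, and 19 were called among genes with at least 10 counts in 3 libraries.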

For these DEGs, it appears the increased effect size has compensated for the increased variance. However, the TruSeq data identified nearly five times more kit specific DEGs than the Pico data, and over 11 times more than the V4 data. 

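The DEGs of TruSeq alone outnumbered those of Pico alone by 10.7 times and those of V4 alone by 66 times at a q-value cutoff of 0.01. These ratios moved widely with the processing. For Pico the ratio was 5.31 with edgeR's quasi-likelihood test, 14.8 with DESeq2, 3.63 at equal depth, 12.2 with the filter on low counts and 12.8 in 1 fit of all libraries. For V4 it was 43.8, 24, 32.7, 195 and 0.824 in the same order. With 1 mouse left out, it went from 7.68 without U9575 to 29.9 without I9582 in Pico (22.9 without I9579 and 27.4 without I9583), and from 22.6 without U9576 to 256.5 without I9583 in V4 (185 without I9582 and 157 without U9575).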

We looked for enrichment of general properties (gene length, GC-content, number of isoforms) among the Pico- and V4-specific DEGs, compared to the TruSeq-specific DEGs, but did not identify any significant factors. 

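The gene span, the exonic length and the number of annotated transcripts were taken from the GENCODE annotation of mm9, and the GC content is that of the annotated exons. They were compared between the DEGs of 1 kit alone and those of TruSeq alone, with a permutation test of the difference in medians (two-sided, 8 tests, Benjamini-Hochberg adjustment). The median span was 30785 bases in the 226 DEGs of Pico alone and 22419 in the 2423 DEGs of TruSeq alone (permutation p = 0.00407, adjusted 0.0109). It was 12293 bases in the 51 DEGs of V4 alone and 25254.5 in the 3368 DEGs of TruSeq alone (permutation p = 0.00089, adjusted 0.00712). Exonic length differed in the same directions, with medians of 4236 against 3563 bases for Pico (adjusted permutation p = 0.0109) and 2818 against 3868 for V4 (adjusted permutation p = 0.0122). GC content did not differ, with medians of 49.9% against 50% for Pico and 50.3% against 49.8% for V4 (adjusted permutation p = 1 for both), and the median number of transcripts was 3 in every set. With the DEGs of edgeR's quasi-likelihood test, the median span was 30449.5 against 20344 bases for Pico and 16852 against 24854 for V4, both past the threshold. Genes are not independent replicates, and all have a value of each property.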

We also examined effect sizes and CVs for genes not found DE (*q*-value > 0.3; mean expression per condition >2) in data from any kit (Supplemental Fig. S4b,c). Both analyses indicate that there is larger variance between the kits than between the biological replicate samples. 

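In all 3 kits, 4333 genes had a q-value above 0.3. Of these, 2981 genes in Pico, 3118 in V4 and 3406 in TruSeq had a mean above 2 counts in both treatments. Their mean CV was 32.5% in Pico (30.4% in the IL-1β and 34.6% in the saline mice), 41.5% in V4 (40.2% and 42.8%) and 21.5% in TruSeq (21.8% and 21.3%). The order held in the 2722 genes that passed in every kit, at 29.6%, 36.1% and 16.2%, and among genes with a mean above 20 counts, at 19.3%, 27% and 13.9%. The mean absolute adjusted log2 fold change was 0.14 in Pico, 0.19 in V4 and 0.10 in TruSeq. At equal depth the mean CV was 32.8% in Pico, 37% in V4 and 23.3% in TruSeq. The biological coefficient of variation that edgeR estimates, in which counting noise is taken out, was computed over a different set of genes. These were all genes with a mean of at least 10 counts in the kit, DEGs included. It was 18.4% in Pico (11137 genes), 33.4% in V4 (11772 genes) and 13.5% in TruSeq (12593 genes). At equal depth it was 18.3%, 25.7% and 13% in the same order. The filter was applied anew there and left 9751 genes in V4. For V4 an effect of depth therefore cannot be told apart from the change of genes.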

To check for any impact of DE method on the observed DE discrepancies between kits, the DE analysis was repeated by quantifying gene expression with kallisto^16^ followed by DESeq2^17^ for the differential expression analysis. The results replicated our previous observations (Supplemental Fig. S4d).

### Implications on functional analysis

To evaluate the functional effect of the DE discrepancy, we performed pathway enrichment analysis. The pathway analysis was performed using both the top 1,000 DEGs ranked by *q*-value, and the set of genes with *q*-value ≤ 0.05. In the first analysis a modest overlap was observed (Fig. 5a). Nevertheless, all three kits led to highly similar pathway enrichments, which are primarily related to inflammatory response, as expected. 

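Among the 1000 genes with the smallest p-values in each kit, 422 were shared by the 3 kits, 619 by Pico and TruSeq, 562 by V4 and TruSeq and 547 by Pico and V4. The number shared by the 3 kits was 444 with edgeR's quasi-likelihood test, 465 with DESeq2 and 447 at equal depth, and with 1 mouse left out it was 351 to 397. The lists were ranked by p-value because q-values are tied.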

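The pathway database used in the paper was not used here. In its place, 2 lists fixed before the counts were seen were tested: 33 acute-phase and inflammatory genes, expected to rise after IL-1β, and 25 genes of bile acid, drug and lipid metabolism under nuclear receptors, expected to fall. The lists stand for the inflammatory response that the paper describes and for nuclear receptor pathways of its Fig. 5. Those themes come from the same libraries, so the lists compare the kits and are not an independent test of the themes. At a q-value of 0.05, 27 of the 33 inflammatory genes rose in Pico, 24 in V4 and 29 in TruSeq, and 24 rose in all 3 kits. Adjusted over the list alone, 27 rose in Pico, 27 in V4 and 30 in TruSeq, and 1 fell in V4. In V4, 1 gene of this list also fell with edgeR's quasi-likelihood test and without U9576. Of the nuclear receptor genes, 18 of 25 fell in Pico, 13 in V4 and 16 in TruSeq, and adjusted over the list alone 20, 17 and 17. At a q-value of 0.05, 1 gene of this list rose in Pico, 0 in V4 and 1 in TruSeq. The number for V4 varied with single mice, from 6 without I9583 or without U9575 to 16 without U9576. As sets, the inflammatory genes moved up and the nuclear receptor genes down in each kit (camera with a preset correlation, p = 3e-50, 4.3e-48 and 5.5e-33 for the first list in Pico, V4 and TruSeq, and p = 6.2e-12, 5e-09 and 2.2e-06 for the second). All 6 calls held under fry, with p of 0.000536 or less, and with the estimated correlation, with p of 0.0237 or less. With TMM factors and the estimated correlation, the second list in V4 had p = 0.0652. Saa1 (ENSMUSG00000074115, chromosome 7, 53995871 to 53998350 in mm9), which has close paralogs, had a log2 fold change of 6.43 (standard error 0.21) in Pico, 6.73 (0.27) in V4 and 6.57 (0.24) in TruSeq. Cebpb rose in Pico, with a log2 fold change of 1.07 (standard error 0.16, adjusted p = 0.000133 from limma-voom), and in TruSeq, with 1.27 (standard error 0.19, adjusted p = 0.000748), but had a log2 fold change of -1.40 (standard error 0.54, adjusted p = 0.129) in V4, where the saline mice spread from 341 counts in U9576 to 1696 in U9574. The difference between V4 and TruSeq was -2.68 on the log2 scale, with an adjusted p of 0.41 in the interaction test of limma-voom and 0.0048 in that of DESeq2. From the shared enrichment, the paper states that the kits lead to highly similar pathways.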

The heatmap of top 10 pathways identified in each of the three kits, sorted by enrichment *p*-value is shown in Fig. 5b.

**Figure 5:**
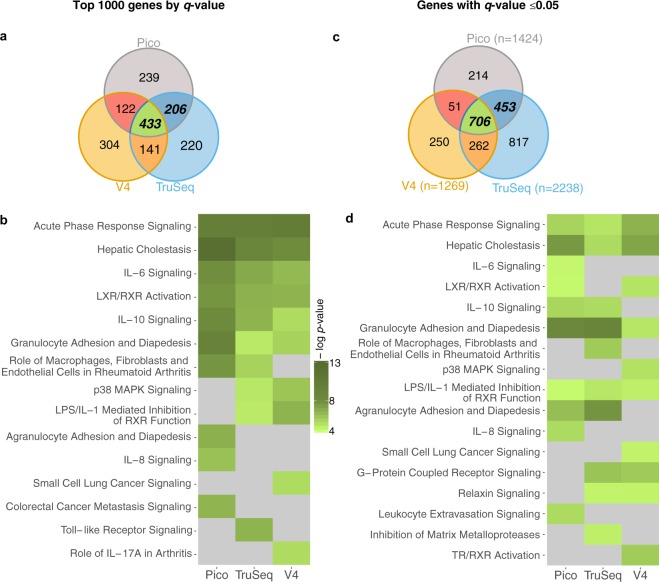
Pathway enrichment concordance. (**a**) Overlaps of the 1,000 genes, used for pathway enrichment analysis for each kit. (**b**) Heatmap of top 10 pathways of each kit, sorted by enrichment *p*-value. Pathway enrichment analysis for each kit was performed using the top 1,000 genes sorted by DE *q*-value. (**c**) Overlaps of the genes at DE *q*-value ≤ 0.05, used for pathway enrichment analysis for each kit. (**d**) Heatmap of top 10 pathways of each kit, sorted by enrichment *p*-value. Pathway enrichment analysis for each kit was performed using genes with DE *q*-value ≤ 0.05. (**b**,**d**) Grey color indicates that pathway is not in the top 10 most enriched pathways of the specific kit.

Similar results were produced using DEGs at *q*-value ≤ 0.05, for each kit (Fig. 5d), illustrating a modest overlap of genes (Fig. 5c). However, examining the two analyses (Fig. 5b,d) there is an overall consistency of the top 10 enriched pathways identified with Pico and TruSeq. Additionally, comparing the top 10 pathways identified for the Pico kit by using different *q*-value cutoffs (Fig. 5b,d), we see consistency of the enrichment analysis for Pico. 

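At a q-value of at most 0.05, 3179 genes were DE in Pico, 1986 in V4 and 6614 in TruSeq. Of the 7170 genes DE in at least 1 kit, 1360 were DE in all 3 kits, 2801 in Pico and TruSeq, 1783 in V4 and TruSeq and 1385 in Pico and V4. With 1 mouse left out, the number DE in all 3 kits fell to between 646 (without I9582) and 1104 (without U9576).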

V4 shows a decreased reproducibility, demonstrating a lower overlap at different *q*-value cutoff, and having a less consistent overlap when compared to TruSeq kit.

## Discussion

While RNA-seq is a powerful technology in transcriptome profiling, some protocols do not retain the strand of the original transcripts. Anti-sense transcription plays an important role in the transcriptome and additionally this strand information is critical to accurately quantify sense gene expression, particularly for genes with overlapping genomic loci that are transcribed from opposite strands^3^. With our expanding appreciation for the regulatory and biological functions provided by anti-sense transcripts, strand-specific sequencing provides the most direct means for studying this class of RNAs^4^.

Our goal was to evaluate whether the Pico kit performs as advertised. The claim is that it is comparable to the standard TruSeq kit, which is why we included the TruSeq as a gold standard. We further included the V4 just to have another baseline specific for low input materials, and also to investigate the differences of the strandedness retention. By focusing on these kits we were able to investigate the Pico kit to a level of detail which would have been cumbersome on an analysis of all kits in regular production. A broad analysis of many kits can be found in Palomares *et al*.^12^

By focusing on samples representative of what is typically sequenced in practice, and in particular representing two experimental conditions, we were able to perform a detailed comparative evaluation of three RNA-Seq library preparation kits to evaluate the effect of the strand specificity on gene expression and pathway enrichment, and therefore the efficiency of the kits that use low quantities of RNA (Pico and V4 kits) compared to the TruSeq kit.

We observe that the alignment rates are comparable with over 90% alignment rates for all kits (Fig. 1a). The Pico kit data showed elevated levels of ribosomal content (Fig. 1b), which agrees with previous findings (Takara Bio 2015, Herbert *et al*. 2018^14^), as well as increased numbers of duplicated reads (Fig. 1c) and retained introns (Fig. 1h,i). However, the gene expression profiles indicated that the Pico and TruSeq kits have the greatest concordance (Fig. 2), which was also validated with RT-PCR of the 19 most discordant genes (Fig. 2f). The number of DEGs (both up- and down-regulated) identified at varying *q*-value cutoffs, however, showed noticeable differences across kits (Fig. 3a, Table 2). Furthermore, the overlap between the sets of DEGs identified by both Pico (or V4) and TruSeq is not particularly high at any significance cutoff (Fig. 4a,b). This is likely due to the observed significant differences between the Pico (or V4) and TruSeq kits in gene expression variability across samples, for both treatment conditions (Fig. 4c–f). Specifically, Pico and V4 introduce considerably more variance than the TruSeq, which indicates that the largest variance is between the kits rather than the sample type. Finally, despite the differences observed at various levels of the comparative analysis, batch effects in preparation, and differences in sequencing geometry, the agreement of the observed enriched pathways indicates that meaningful and consistent results were obtained from using the different kits (Fig. 5b).

Additionally, we showed that the un-stranded kit overestimates the sense gene expression (Fig. 1j,k) suggesting that the best practice for accurate gene expression quantification would be to retain the strand specificity in the RNA-Seq data. We therefore recommend the Pico kit over the V4 kit for library preparation when starting with small RNA quantities. Importantly, we show that treatment-wise variation of the libraries prepared with Pico considerably affects the identification of the differentially expressed genes, suggesting that adding more replicates could result in a more powerful study design.

## Methods

### Data

Twelve-week old male C57/B6J mice were purchased from Jackson Labs and were housed in a controlled environment with regard to light, temperature and humidity in the animal facility of the University of Pennsylvania. All mice had free access to food and water. The animal care and treatment procedures were approved by the Institutional Animal Care and Use Committees of the University of Pennsylvania. All experiments were performed in accordance with relevant guidelines and regulations.

Four hours prior to tissue collection, mice were treated with either 20 µg/Kg of IL-1β or saline by intraperitoneal injection. Mice were euthanized through carbon dioxide induced asphyxiation 4 hrs after IL-1β or saline injection. Livers from animals perfused with ice-cold PBS were harvested and immediately stored in RNAlater® solution (Ambion, Austin, TX) at 4 °C. After 24 h, the tissue samples were transferred to −80 °C for storage until analysis. RNA was extracted using TRIzol® Reagent (Life Tehcnologies, Grand Island, NY) and RNeasy Kit (Qiagen, Valencia, CA) following the manufacturer’s protocol. The concentration and quality of extracted RNA were measured using NanoDrop® 1000 (Thermo Scientific, Wilmington, DE) and reverse-transcribed into cDNA using TaqMan Reverse Transcription Reagents (Applied Biosystems, Foster City, CA). Both treatment conditions have 3 biological replicates. Samples were extracted and aliquoted for the three runs, in order to assess the technical variability only.

### RNA-Sequencing

We performed RNA-Seq on 6 samples using three different library preparation kits following the manufacturer’s recommendations. UMI tags were not incorporated. (1) *Pico:* Total RNA from each liver sample was prepared for sequencing using the Takara Bio SMARTer: SMARTer® Stranded Total RNA-Seq Kit v2 - Pico Input Mammalian, with rRNA depletion, performed by first converting to cDNA using the Zapr enzyme which targets the ribosomal RNA sequences. 1.7–2.6 ng of RNA was used to prepare the RNA libraries. Five cycles of PCR were performed before rRNA depletion and fifteen cycles during the last library amplification. The libraries were sequenced on Illumina HiSeq 4000. Depths of 30–44 million paired-end 150 bp reads were generated for each sample. (2) *V4:* Total RNA from each liver sample was prepared for sequencing using the Takara Bio SMART-Seq: SMART-Seq® v4 Ultra® Low Input RNA Kit, with PolyA selection for ribo depletion. 0.8–1.3 ng of RNA was used to prepare the RNA libraries. Twelve cycles of PCR were performed during cDNA amplification and twelve cycles during Nextera library prep. The libraries were sequenced on Illumina HiSeq 4000. Depths of 15–30 million paired-end 150 bp reads were generated for each sample. (3) *TruSeq:* Total RNA from each liver sample was prepared for sequencing using the Illumina: TruSeq Stranded mRNA Sample Preparation Kit, with PolyA selection for ribo depletion. 200 ng of RNA was used to prepare the RNA libraries. Fourteen cycles of PCR were performed. The libraries were sequenced on Illumina HiSeq 2500. Depths of 16–34 million paired-end 125 bp reads were generated for each sample. The experiment with the libraries prepared with the TruSeq kit was performed by Lahens *et al*.^6^.

The Pico libraries were reproduced to repeat the experiment and ensure reproducibility.

### RT-PCR

Quantitative real time PCR was performed using Fast SYBR Green Master Mix on an ABI ViiA7 real-time PCR system in a 384 well plate at 95 °C for 20 s (hold stage), 40 cycles of 95 °C for 1 s and 60 °C for 20 s (PCR stage), and 95 °C for 15 s, 60 °C for 1 min, 95 °C for 15 s (melt curve stage). A standard curve with five different cDNA concentrations (0.125, 0.25, 0.5, 1 and 2 µl) was prepared using a representative cDNA for each gene of interest. 19 genes that were highly expressed or absent in one kit, were validated. All primers (final concentration- 1 µM/reaction) were designed based on sense signal loci using Primer3 software.

### RNA-Seq analysis

RNA-Seq data were aligned to the mouse genome build mm9 by GSNAP-v2018-07-04^18^. The raw read counts were normalized using a read-level resampling strategy, and quantified at the gene and exon-intron-junction levels, using the Pipeline Of RNA-Seq Transformations v0.8.5b-beta (PORT) (https://github.com/itmat/Normalization). We used PORT in order to obtain normalized SAM files for comparisons at the read level. For the ribosomal analysis, we aligned the reads to the ribosomal subunit sequences with Blast v2.2.30 + ^19^ and FPKM normalized the read counts. For gene quantification, reads were required to respect the annotated exon/exon junctions. This applies to both sense and anti-sense gene level quantification. Read duplication rates were calculated with Duplication Rate Identifier for NGS Cleanup (DRINC) (https://github.com/itmat/DRINC). Differential expressed genes were determined from a treated versus control comparison of first the PORT normalized expression values, using *limma-voom -v3*.*34*.*9* package^20^ and second by DESeq2 -v1.22.1^17^ applied on estimated expression by kallisto -v0.44.0^16^. Enrichment analysis was done using the Ingenuity Knowledge Base (www.ingenuity.com), on the top 1000 differentially expressed genes ranked by *q*-value. The top 10 pathways of each kit are reported. All visualization is done with R-v3.4.3 packages.

### Statistical analysis

#### Adjusted fold change

Expression fold-changes were adjusted by adding 20 reads to both terms of the ratio as suggested in Nayak *et al*.^21^ as an optimal pseudocount.

*Difference in ranks* is essentially the difference in the ranks of two kits, after sorting by the average gene expression (normalized read counts). The narrower the gene expression distributions are in Supplemental Fig. 3, the more concordant two kits are to each other.

#### Notches in boxplots

In the boxplots (Fig. 4e,f), the upper whisker extends from the hinge to the largest value no further than 1.5 * IQR from the hinge (where IQR is the inter-quartile range, or distance between the first and third quartiles). The lower whisker extends from the hinge to the smallest value at most 1.5 * IQR of the hinge.

The difference among the kits was evaluated based on the overlapping of the notch region. The notch is defined as median m ± 1.58IQR/√n^22^. This gives a roughly 95% confidence interval for comparing medians.

#### RT-PCR and RNA-Seq comparison

To compare the expression values of RT-PCR and RNA-Seq, we converted the standard curve slope given by RT-PCR to efficiency score using the following formula

$${\rm{Efficiency}}=-1+{10}^{((-1/slope))}$$

and calculated for the 19 genes, the RNA-Seq normalized read counts of all the loci the primers mapped to. We normalized both PCR and RNA-Seq data with two controls, *Gapdh* and *Vps13d*. Although *Gapdh* is a commonly used housekeeping gene, *Vps13d* appears as a cleaner control, as its primers only mapped to a single locus while the *Gapdh* primers mapped to numerous locations in several homologous genes. The efficiency scores of both controls and the number of cycles of the sample amplification are reported in Table 1. *Gm5805* was omitted as it was detected after more than 30 CT and reported high amplification value.

## Supplementary information

Supplemental_Figures

## Data Availability

All raw and processed RNA-Seq data generated in this study have been submitted to the NCBI Gene Expression Omnibus (GEO; https://www.ncbi.nlm.nih.gov/geo/) under accession number GSE124167.

## References

[1] Kim, E. J. *et al*. Complete Transcriptome Profiling of Normal and Age-Related Macular Degeneration Eye Tissues Reveals Dysregulation of Anti-Sense Transcription. *Sci*. *Rep*. **8** (2018).10.1038/s41598-018-21104-7PMC581323929445097

[2] Pelechano V, Steinmetz LM (2013). Gene regulation by antisense transcription. Nat. Rev. Genet..

[3] Zhao, S. *et al*. Comparison of stranded and non-stranded RNA-seq transcriptome profiling and investigation of gene overlap. *BMC Genomics***16** (2015).10.1186/s12864-015-1876-7PMC455918126334759

[4] Dominic Mills J, Kawahara Y, Janitz M (2013). Strand-Specific RNA-Seq Provides Greater Resolution of Transcriptome Profiling. Curr. Genomics.

[5] Cooper TA, Wan L, Dreyfuss G (2009). RNA and Disease. Cell.

[6] Lahens NF (2017). A comparison of Illumina and Ion Torrent sequencing platforms in the context of differential gene expression. BMC Genomics.

[7] Risso D, Ngai J, Speed TP, Dudoit S (2014). Normalization of RNA-seq data using factor analysis of control genes or samples. Nat. Biotechnol..

[8] Li S (2014). Multi-platform assessment of transcriptome profiling using RNA-seq in the ABRF next-generation sequencing study. Nat. Biotechnol..

[9] Wang C (2014). The concordance between RNA-seq and microarray data depends on chemical treatment and transcript abundance. Nat. Biotechnol..

[10] Li S (2014). Detecting and correcting systematic variation in large-scale RNA sequencing data. Nat. Biotechnol..

[11] Su Z (2014). A comprehensive assessment of RNA-seq accuracy, reproducibility and information content by the Sequencing Quality Control Consortium. Nat. Biotechnol..

[12] Palomares, M. A. *et al*. Systematic analysis of TruSeq, SMARTer and SMARTer Ultra-Low RNA-seq kits for standard, low and ultra-low quantity samples. *Sci*. *Rep*. **9** (2019).10.1038/s41598-019-43983-0PMC652515631101892

[13] Song, Y. *et al*. A comparative analysis of library prep approaches for sequencing low input translatome samples. *BMC Genomics***19** (2018).10.1186/s12864-018-5066-2PMC615102030241496

[14] Herbert, Z. T. *et al*. Cross-site comparison of ribosomal depletion kits for Illumina RNAseq library construction. *BMC Genomics***19** (2018).10.1186/s12864-018-4585-1PMC638924729703133

[15] Kent W (2002). UCSC Genome Browser. Hum. genome Brows. UCSC. Genome Res..

[16] Bray NL, Pimentel H, Melsted P, Pachter L (2016). Near-optimal probabilistic RNA-seq quantification. Nat. Biotechnol..

[17] Love, M. I., Huber, W. & Anders, S. Moderated estimation of fold change and dispersion for RNA-seq data with DESeq. 2. *Genome Biol*. **15** (2014).10.1186/s13059-014-0550-8PMC430204925516281

[18] Wu TD, Reeder J, Lawrence M, Becker G, Brauer MJ (2016). GMAP and GSNAP for genomic sequence alignment: Enhancements to speed, accuracy, and functionality. in. Methods in Molecular Biology.

[19] Altschul SF, Gish W, Miller W, Myers EW, Lipman DJ (1990). Basic local alignment search tool. J. Mol. Biol..

[20] Ritchie ME (2015). Limma powers differential expression analyses for RNA-sequencing and microarray studies. Nucleic Acids Res..

[21] Nayak, S. *et al*. Iso-relevance Functions - A Systematic Approach to Ranking Genomic Features by Differential Effect Size. *bioRxiv* 381814, 10.1101/381814 (2018).

[22] McGill R, Tukey JW, Larsen WA (1978). Variations of box plots. Am. Stat..

# Supplementary material for: Comparative evaluation of RNA-Seq library preparation methods for strand-specificity and low input
**Source:** Sci Rep. 2019 Sep 17;9:13477. doi: 10.1038/s41598-019-49889-1

## **Comparative evaluation of RNA-Seq library preparation methods for strand-specificity and low input**

Dimitra Sarantopoulou<sup>1</sup>, Soon Yew Tang<sup>2</sup>, Emanuela Ricciotti<sup>2</sup>, Nicholas F. Lahens<sup>1</sup>, Damien Lekkas<sup>2</sup>, Jonathan Schug<sup>3</sup>, Xiaofeng S. Guo<sup>4</sup>, Georgios K. Paschos<sup>2</sup>, Garret A. FitzGerald<sup>1,2</sup>, Allan I. Pack<sup>4</sup>, Gregory R. Grant<sup>1,5,\*</sup>

1. Institute for Translational Medicine and Therapeutics 2. Department of Systems Pharmacology and Translational Therapeutics 3. Next Generation Sequencing core 4. Center for Sleep and Circadian Neurobiology 5. Department of Genetics; All affiliations at University of Pennsylvania, Philadelphia, PA, USA

### **Supplemental Material – Table of contents**

|                                                                             |          |
|-----------------------------------------------------------------------------|----------|
| <b>Supplemental Fig. S1 – Distribution of the retained ribosomal signal</b> | <b>2</b> |
| <b>Supplemental Fig. S2 - Retained intron signal in Pico</b>                | <b>3</b> |
| <b>Supplemental Fig. S3 - Concordance of gene expression profiles</b>       | <b>4</b> |
| <b>Supplemental Fig. S4 - Effects on differential expression</b>            | <b>5</b> |

**Supplemental Fig. S1 – Distribution of the retained ribosomal signal**

The distribution of the FPKM normalized ribosomal retention among the different ribosomal RNA subunits (5S, 45S, 18S, 28S, 5.8S, 45S spacers, and mitochondrial rRNAs).

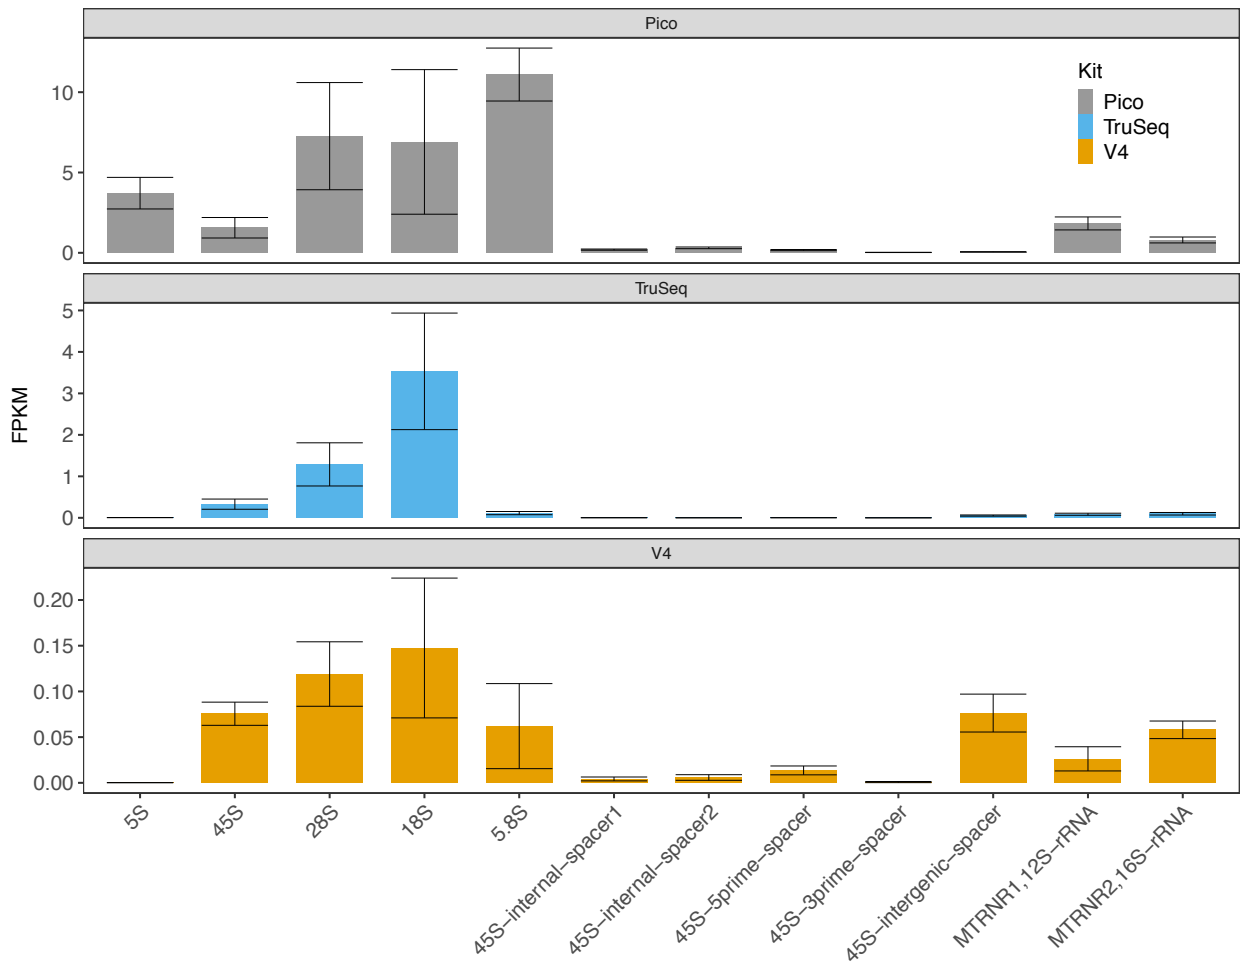

## Supplemental Fig. S2 - Retained intron signal in Pico

Example of *Eri3* gene body coverage in one of the IL-1 $\beta$  treated samples (ILB.9579) illustrates high intron signal retained in Pico.

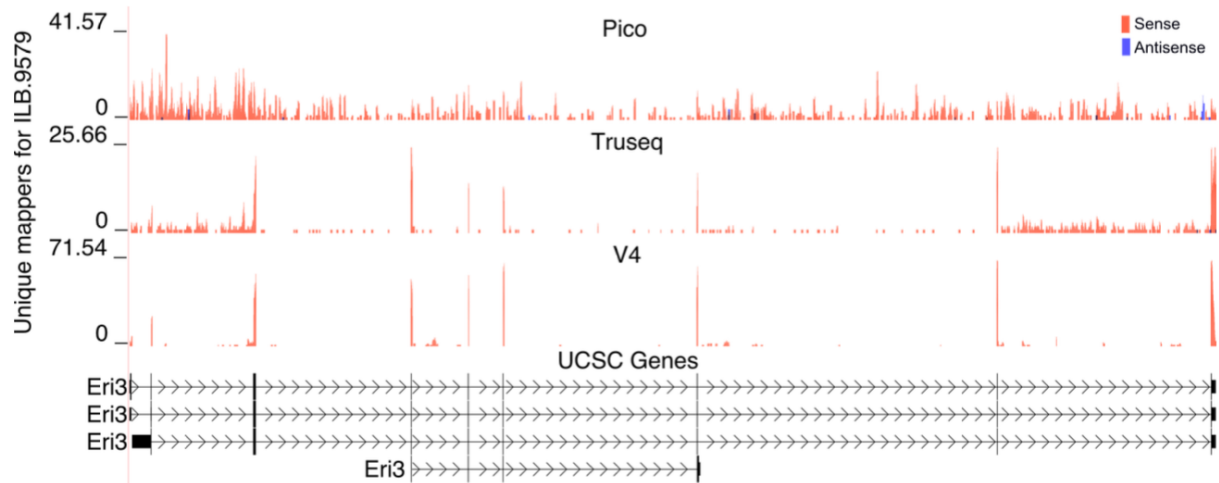

### Supplemental Fig. S3 - Concordance of gene expression profiles

The concordance of gene expression distribution between two kits is shown by the difference in ranks of two kits, sorting by average gene expression. The narrower the gene expression distributions are, the more concordant two kits are to each other. The X-axis represents the value of the difference in row ranks in linear scale.

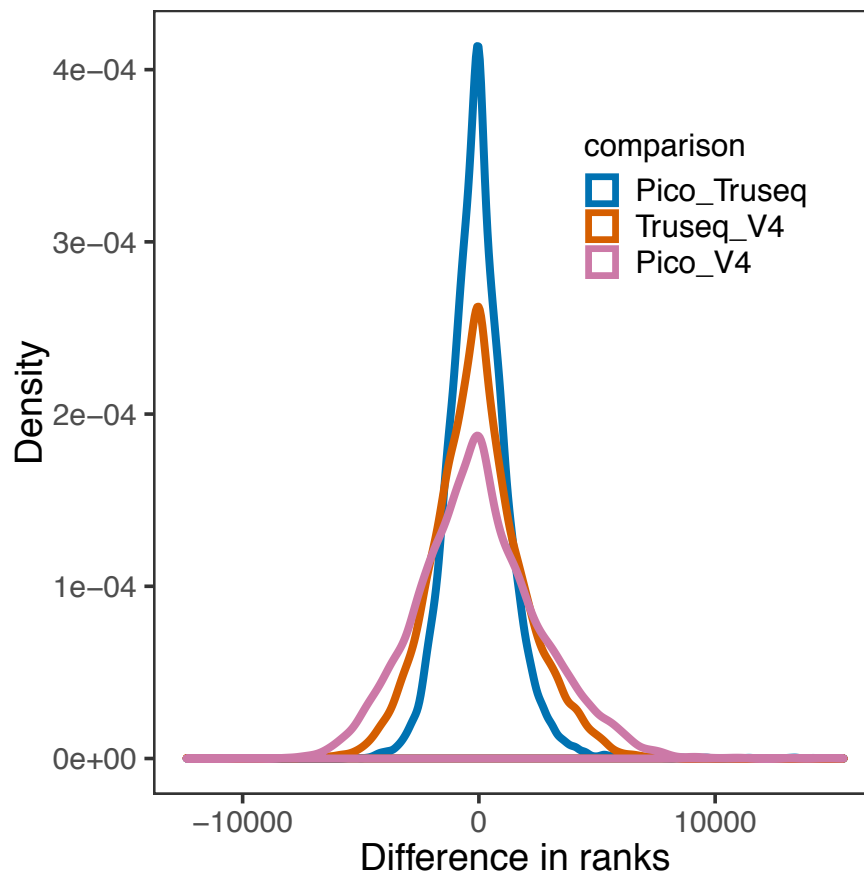

### **Supplemental Fig. S4 - Effects on differential expression**

a) As a control, a second round of TruSeq library prep, sequencing, and analysis were performed on the same samples. This heatmap displays the ratio of the number of DE genes found by both TruSeq datasets, to the number of genes found DE in at least one, at varying  $q$ -value cutoffs. We observe high overlap of DEGs at all significant cutoffs, which suggests that TruSeq identifies a similar set of DEGs in different sequencing runs. b) Absolute value of the  $\log_2$  adjusted fold-change values for the set of non-DEGs at  $q$ -value  $> 0.3$ . c) Coefficient of variation within each condition for the set of non-DEGs at  $q$ -value  $> 0.3$  and mean expression per condition  $> 2$ . The CVs of both conditions are summarized per kit. b-c) The error bars represent the 95% confidence intervals around the mean fold-change and CV values. d) Heatmap of the ratio of the number of DE genes found by both kits, to the number of genes found DE by at least one of the two kits, at varying  $q$ -value cutoffs, for the repeated DE analysis with DESeq2.

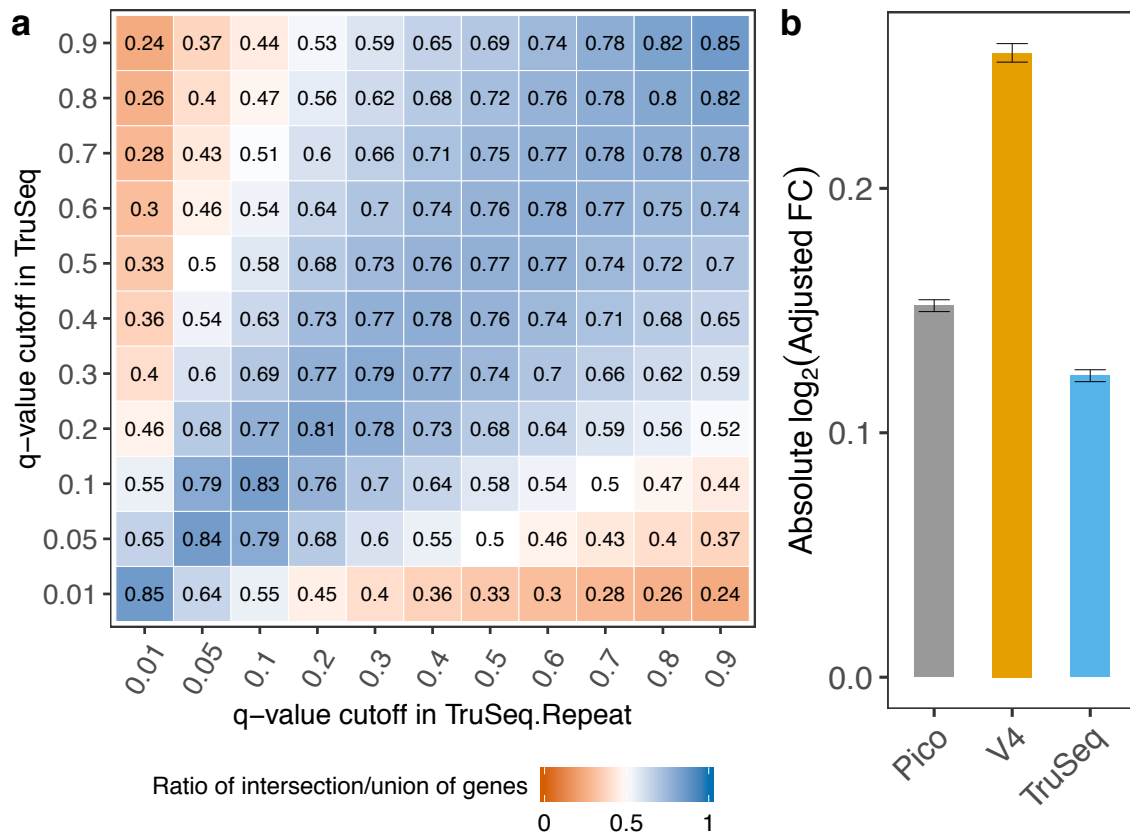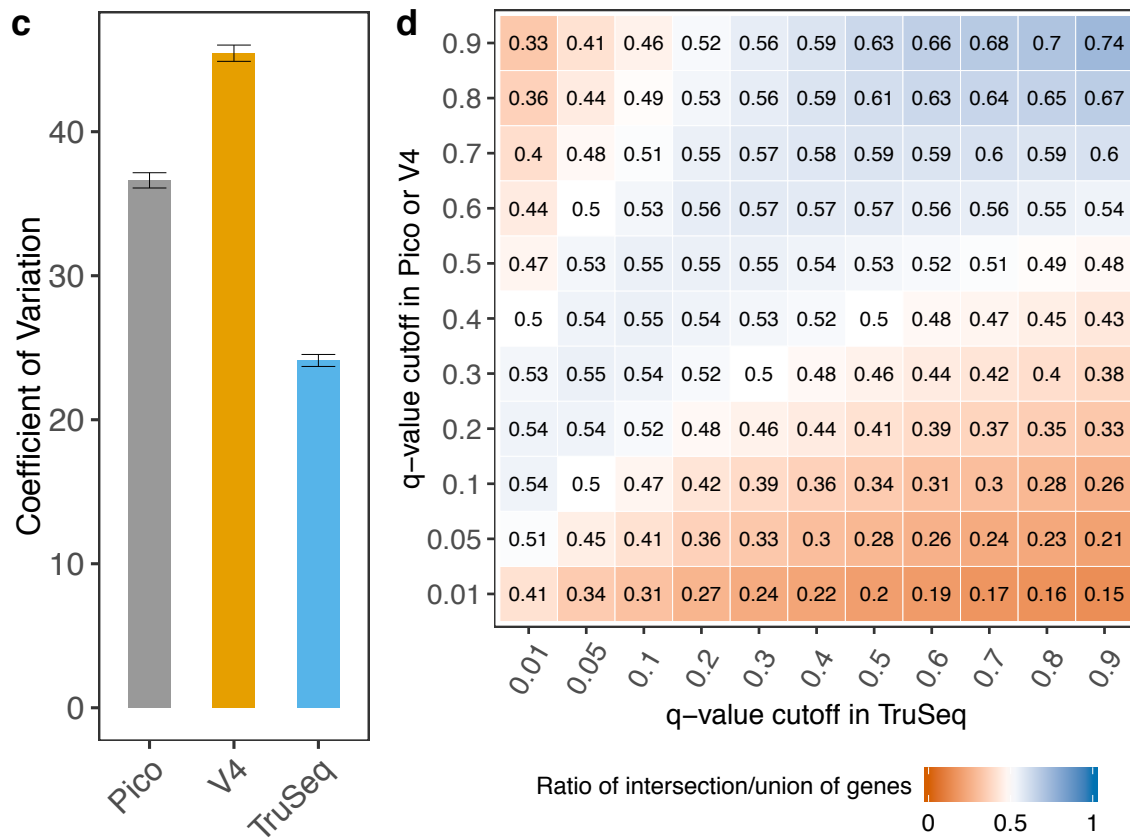

**Supplement:** Supplementary file 1 — Supplemental_Figures

How the deposited data were processed for this re-analysis (not part of the article)

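The data are 18 RNA-Seq libraries of mouse liver from 3 mice given IL-1β and 3 mice given saline, each prepared with the Pico, V4 and TruSeq kits. The authors aligned the reads to the mm9 genome, applied a step to remove ribosomal reads, resampled the reads to an equal depth within each kit with their PORT pipeline and counted reads per gene, with reads required to follow annotated junctions. The deposited values are therefore counts, in whole reads, of the sense strand for Pico and TruSeq and of both strands together for V4, and each of the 3 tables was normalized separately. The paper repeated the library preparation for Pico, and the labels of the Pico table do not state the run. The tables are taken to hold uniquely mapped reads. They list 18108 genes for Pico, 18051 for V4 and 19424 for TruSeq, of which 21018 occur in at least 1 table and 16184 in all 3. The coordinates in the tables were those of the GENCODE annotation of mm9 padded by 294 bases at each end in Pico, 298 in V4 and 250 in TruSeq, with 1 exception in each, and the annotation's own coordinates were used.

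Each kit was fitted by itself with limma-voom (limma 3.58.1 in R 4.3.3), as the paper's methods state, on the counts with library totals, over genes above 0 in at least 1 library of the kit, with Benjamini-Hochberg adjustment. The difference in response between kits was fitted on the 12 libraries of the 2 kits with an interaction of kit and treatment. Counts of expressed genes were compared with an exact sign-flip permutation test within mice, and correlations with RT-PCR and gene properties with 100000 permutations. Adjusted fold changes used 20 added reads. The alternatives were edgeR's quasi-likelihood test with TMM factors (edgeR 4.0.16), DESeq2 (1.42.0), TMM factors in voom, a filter of at least 10 counts in 3 libraries, no filter, Storey's q-value at a lambda of 0.5, thinning every library to 4024632 counts (median of 5 draws), 1 fit of all 18 libraries, leaving out each mouse in turn, the mouse as a block, other numbers of added reads, other minimum counts, other linkages and correlations, and other values for the RT-PCR comparison. Summaries used Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9. The main settings and these alternatives were chosen before the data were examined.

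The RNA of each mouse was split between the kits, so the mouse number pairs the libraries. This was checked by the correlation of deviations from the group means over genes with a mean of at least 20 counts. For the same mouse it was 0.184 to 0.428 between Pico and TruSeq (median 0.362), 0.175 to 0.435 between V4 and TruSeq (median 0.331) and 0.0789 to 0.234 between Pico and V4 (median 0.183). The mean over the other mice of the same treatment was -0.237 to -0.0402. Deviations from a group mean sum to 0, so these negative values follow from the positive ones and are not a separate check. The pairing changed 1 call, that of C3 in the interaction of Pico and TruSeq, where the fit with the mouse as a replicate block called 1 gene.

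The fits were tested on simulated data with 200 changed genes of at least 20 counts in every kit, and the totals and spread of the libraries. Of changes of log2 1, the fit of a single kit recovered 58.5% in Pico, 17% in V4 and 90.5% in TruSeq at a q-value of 0.1, with 9.3%, 22.7% and 10.4% of the calls false. With TMM factors 6.2%, 20% and 10.05% of these calls were false. Of changes of log2 2 it recovered 96.5%, 80% and 99.5%, with 36.7%, 14.9% and 10.4% of the calls false, and with TMM factors 8.74%, 14.9% and 5.69%. The numbers of DEGs in V4 are thus limited by the spread between its libraries, and calls with library totals can hold more false genes than the cutoff states. In V4 the calls with TMM factors did so as well.

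The genes named are those the paper names, the members of the 2 lists, the 2 genes with the largest rise and the 2 with the largest fall among genes with a q-value of at most 0.01 and no overlap between treatments in all 3 kits, and the 3 genes with the smallest p in each interaction. Genes named outside this rule are marked where they stand, and 1 gene within it is not reported here. Antisense reads, the ribosomal reads taken out by the authors, intronic reads, duplication, coverage along genes, the other quantification, the pathway database and the second TruSeq run were not analysed here, since the gene tables carry no such values. RT-PCR values are the paper's.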

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

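The tests in this part were chosen after the result was seen. In mouse U9575, Spearman's correlation of counts between Pico and TruSeq was 0.928, while the other 5 mice lay between 0.937 and 0.942, so that this mouse lay far from the others relative to their range. Of 15 groups of 6 values examined in this way, 1 stood out, and chance gives about 1 in 20. The Pico library of U9575 also had the lowest number of expressed genes of the 6 Pico libraries, 14354. Its correlation between V4 and TruSeq was 0.92, the 2nd highest of the 6 mice, which goes against a deviating TruSeq library or a deviating mouse. Between Pico and V4 it was 0.861, the 3rd lowest and below the mean of 0.864, which does not go against a deviating Pico library. Within Pico, U9575 correlated at 0.953 with each other saline mouse, against 0.96 between U9574 and U9576. The chi-square per degree of freedom of these pairs went the other way, at 9.55 and 8.45 against 11.3. Leaving out U9575 lowered the CV excess of Pico over TruSeq at equal depth most, from 3.65 to 2.57 points. These rest on 1 library each, and the correlations with V4 varied between mice (SD 0.00955 with TruSeq and 0.00777 with Pico), so these explanations cannot be told apart. By rank alone the value with V4 and TruSeq counts against the first of them, and that outcome was also changed to undecided after the value was seen. Among genes with a mean of at least 10 counts in both kits its correlation was 0.887 against 0.906 to 0.917 in the others, and the gap divided by the range was 0.633, just past the critical value that also applied to all genes. With a value this close to the criterion, 1 library and no measure of its spread, genes with few counts cannot be told apart from them. By the criterion alone the value counts against genes with few counts, and the outcome was changed to undecided after the value was seen. U9575 is 1 of 3 saline mice, and no biological explanation was tested.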

How the results depend on the processing

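None of the tests in this part was chosen after the results were seen. Of 375 values recomputed under another setting, 259 stayed within the limits set for them, 69 moved, 30 were weaker, 13 stronger and 4 reversed. Omitting the filter tests nothing, since the tables list only genes with a read. Unless the alternative itself shows it, as thinning, fewer genes or fewer mice do, the cause was not tested. The mouse as a replicate block changed the interaction of Pico and TruSeq from 0 genes to 1 (C3) and changed no other call.

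With edgeR's quasi-likelihood test, the ratio of DEGs of Pico to TruSeq was 0.575 (0.529 with limma-voom), the overlap ratios were 0.47 (Pico) and 0.242 (V4), the DEGs of Pico alone numbered 390, the CV difference in them was 0.201 points, and the mean CV of non-DEGs in TruSeq was 22.2%. With DESeq2, 4 and 62 genes passed in the interactions with Pico and V4, where limma-voom gave 0 (945 and 1090 at an unadjusted p under 0.05); the V4 overlap was 0.302, the DEGs of V4 alone numbered 126, and the CV differences for Pico were 9.48 points in the DEGs of TruSeq alone (main 11.2) and -0.836 in those of Pico alone (main -5.14). With the filter on low counts, 19 DEGs were found in V4 alone.

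After thinning, the ratio of DEGs of Pico to TruSeq was 0.687, the overlap ratios 0.477 and 0.228, the DEGs of Pico alone 347 and of TruSeq alone 1247 (against Pico) and 1954 (against V4). The CV differences were 7.92 and 13 points in the DEGs of TruSeq alone and -4.06 in those of V4 alone, and the CV of non-DEGs was 37% in V4 and 23.3% in TruSeq. Expressed genes were 14896 in Pico, no longer past the threshold against TruSeq, 13636 in V4, then past the threshold against Pico, and 15008 in TruSeq. With at least 5 reads required, Pico had 12351 and V4 12643 expressed genes, and with at least 10 reads 11048 and 11563, so that the order of Pico and V4 reversed. In 1 fit of all libraries, V4 had 6002 DEGs, the ratios to TruSeq were 0.605 (Pico) and 1.10 (V4), the V4 overlap was 0.472, and the DEGs of 1 kit alone were 135 (Pico), 1113 (V4) and 917 (TruSeq against V4).

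With a minimum mean of 10 counts, the Spearman correlations of kit means were 0.921, 0.81 and 0.614 (Pico with TruSeq, V4 with TruSeq, Pico with V4) and 1 kit formed its own group in the clustering. The correlations of fold changes were 0.882 (V4 with TruSeq) and 0.847 (Pico with V4), and the CV differences in the DEGs of TruSeq alone 9.47 and 12.8 points. Computed by mouse, the Spearman correlations were 0.938, 0.914 and 0.864. Correlations of fold changes, in the same order, were 0.715, 0.674 and 0.569 with 1 read added, 0.846, 0.801 and 0.725 with 5, and 0.745, 0.717 and 0.631 as Spearman. The CV of non-DEGs was 19.3%, 27% and 13.9% (Pico, V4, TruSeq) above a mean of 20, and 36.1% (V4) and 16.2% (TruSeq) in the same genes. With the Table 1 values, the RT-PCR correlations of Pico and TruSeq were 0.719 and 0.773, past the threshold, and with the mean of the IL-1β mice that of V4 was 0.593, no longer past it.

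Ranges across the 6 fits that each left out one replicate follow. V4 had from 1815 to 3284 DEGs (1925 without I9582, 1875 without I9583, 1815 without U9575). The ratio of DEGs to TruSeq went from 0.409 to 0.507 (Pico) and from 0.253 to 0.457 (V4), and V4 interaction genes from 0 to 57, all 57 without U9576. Correlations of fold changes went from 0.868 to 0.895, from 0.823 to 0.851 and from 0.747 to 0.796, and overlap ratios from 0.235 to 0.369 (Pico) and from 0.0771 to 0.184 (V4). DEGs of Pico alone went from 57 to 193 (76 without I9579, 57 without I9582, 73 without I9583), and of TruSeq alone from 1436 to 1997 against Pico (1500 without U9574, 1436 without U9575, 1526 without U9576) and from 1902 to 2565 against V4 (2130 without I9579, 2032 without I9582, 1991 without U9574, 2201 without U9575, 1902 without U9576). DEGs of V4 alone went from 10 to 84 (26 without I9579, 11 without I9582, 10 without I9583, 28 without U9574, 14 without U9575, 84 without U9576), and nuclear receptor genes lower in V4 from 6 to 16 (6 without I9583, 8 without U9574, 6 without U9575). The results for the gene lists otherwise, the top 1000 genes, the gene span, and the numbers of DEGs in Pico and TruSeq stayed within the limits under the alternatives tried for them.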

Differences from the paper's values

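The paper gives 371 DEGs of Pico alone at a q-value of 0.01, and 226 were found here. Of the alternatives set before the data were examined, edgeR's quasi-likelihood test (390) and thinning (347) brought the count within the limits, and the others did not. The paper gives 317 DEGs of V4 alone, and 51 were found here; none of the alternatives set before the data were examined closed the gap. The paper's numbers in Fig. 4c,d and Table 2 do not match one another. At a q-value of 0.01 Table 2 gives 4367 DEGs in TruSeq, so 1755 DEGs of TruSeq alone leave 2612 shared with Pico, more than the 2014 that Table 2 gives for Pico, and 3606 leave 761 shared with V4, so 21 of the 782 for V4 would be of V4 alone. The paper also repeated the preparation of the Pico libraries, and its values for Pico are set here against the run in the table used.

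The paper gives a Spearman correlation of 0.96 between Pico and TruSeq, against 0.953 here, and none of the alternatives set before the data were examined closed the gap. Between V4 and TruSeq the paper's value is about 0.91 in Fig. 2b, read by eye, against 0.933 here; computing the correlation by mouse (0.914) closed the gap and the other alternatives set before the data were examined did not. Between Pico and V4 the paper's value is about 0.84 in Fig. 2b, read by eye, against 0.886 here, and none of those alternatives closed the gap.

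For RT-PCR, the paper's correlation is about 0.78 for Pico and about 0.79 for TruSeq in Fig. 2f, read by eye, against 0.362 and 0.443 here. Among the alternatives set before the data were examined, the paper's own Table 1 values closed the gap (0.719 and 0.773), and the single-copy genes and the mean of the IL-1β mice did not. The paper shows about 710 DEGs shared by the 3 kits at a q-value of 0.05 in Fig. 5c, read by eye, against 1360 here. Leaving out I9579 (730), I9582 (646), I9583 (735), U9574 (796) or U9575 (690) brought the count within the limits, and the other alternatives set before the data were examined, among them leaving out U9576 (1104), did not.

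The numbers of genes called up and down in Table 2 match the numbers here only with the directions exchanged. Divided by the numbers in Table 2 with the same name, the numbers here were 0.58 to 1.63 in Pico, 0.441 to 2.23 in V4 and 0.52 to 1.77 in TruSeq, and with up and down exchanged 0.895 to 1.17, 0.951 to 1.15 and 0.929 to 1.12. The genes counted as higher here have more reads after IL-1β.

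The paper states that Pico found 55% fewer DEGs than TruSeq. Here the value was 47.1%, within the limits, and the paper's own Table 2 gives 45.6%. The paper gives ratios of TruSeq alone to 1 kit alone that are lower than those found here, 10.7 for Pico and 66 for V4. For Pico edgeR's quasi-likelihood test gave 5.31 and thinning 3.63, and for V4 the values under the other settings went from 0.824 in 1 fit of all libraries to 256.5 without I9583.

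The paper ranks V4 below the other kits in its correlation with RT-PCR, and V4 had the highest value here, 0.74. The resampled spread of each kit by itself (SD 0.235, 0.163 and 0.245 for Pico, V4 and TruSeq) does not test the difference between kits. With the Table 1 values TruSeq had the strongest correlations with the efficiency scores (-0.76 and -0.754) and Pico the weakest (-0.577 for both), and V4 the strongest with the cycles (0.86). The paper states that the CVs in TruSeq never exceed those of the other kit. In the DEGs of Pico alone the median CV of Pico minus that of TruSeq was -5.14 points here, and 0.201 with edgeR's quasi-likelihood test. The paper calls the CV of the DEGs of V4 alone higher in V4, and here the difference was 6.73 points with overlapping notches, 15.3 with edgeR's quasi-likelihood test, 14.3 with DESeq2 and -4.06 at equal depth. The paper found no property that set the DEGs of 1 kit apart, and gene span and exonic length differed here (adjusted permutation p of 0.0122 or less). The paper calls the numbers of expressed genes comparable, counting genes expressed in at least 1 sample, of which the tables here list 18108 for Pico, 18051 for V4 and 19424 for TruSeq. Fig. 1d shows about 15000, about 15000 and about 17000, read by eye, which are closer to the numbers per library here (means of 14907, 14674 and 16659) than to those of the tables. Per library the numbers were lower than in TruSeq in 6 of 6 mice for both kits, and at equal depth the difference was -112 in Pico, lower in 4 of 6 mice (exact test, p = 0.594).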

Other observations

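The tests of library scaling, of the sequencing platform, of depth for the expressed genes and for the CV over all genes and of the V4 ratio without U9576 were chosen after the results were seen. The other tests in this part were set before, and data used to find a pattern also tested it.

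Only the real split of the mice, 1 of the 10, gave as many DEGs at a q-value of 0.1 in Pico, 1 of 10 in V4 and 1 of 10 in TruSeq, and the largest number in another split was 0. With 10 splits the share is never below 0.1, so the share alone sets no limit on chance. No other split gave any DEG, but each mixes the treatments, so the response widens the spread inside its groups. The DEG counts of the splits therefore cannot decide about chance. For the interactions, 10 of the 10 splits gave as many genes as the real one, which follows from its count of 0 (945 genes in Pico and 1090 in V4 at an unadjusted p under 0.05), so this test says nothing.

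Lower depth was tested as the cause of the fewer DEGs. After thinning, the ratio to TruSeq was 0.687 in Pico and 0.443 in V4, both below the 0.9 set for this cause. Depth thus accounts for part of the difference in Pico, whose ratio was 0.529 before, and not for the whole. A single deviating V4 library was also tested. Without U9576 V4 had 3284 DEGs, less than 1.5 times the 2982 with all mice, the limit set beforehand. That limit sets a fit of 5 mice against a fit of 6, and leaving out any other mouse lowered V4 to between 1815 and 2080, so the outcome was changed to undecided after the values were seen. The ratio to TruSeq was 0.457 without U9576, against 0.253 to 0.301 without any other mouse, and stayed below the 0.9 that the whole cause would need. The V4 library of U9576 may thus account for part of the low number, and not for the whole. The amount of RNA, the kit chemistry, the sequencer and the batch are confounded with one another and stay open.

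Lower depth was also tested as the cause of the higher CV. Over genes with a mean of at least 10 counts in both kits after thinning, chosen without regard to their CV, the median CV was higher than in TruSeq by 3.65 points in Pico (10399 genes) and 9.28 in V4 (9420 genes), and by at least 2.57 and 5.71 with any 1 mouse left out, which argues against depth as the whole cause in either kit. In the DEGs of TruSeq alone the difference after thinning was 7.92 points in Pico and 13 in V4. Because V4 libraries held 12013453 to 12352473 counts and TruSeq libraries 12348864 to 12858237, and equal depth moved the V4 difference only from 14.9 to 13 points, depth does not account for it in V4. The genes of this set are selected for a low CV in TruSeq, and in the DEGs of Pico alone the difference after thinning was -6.37 points. By the criterion set beforehand the value of 7.92 counts against depth. That outcome was changed to undecided after the value was seen, and in this set depth cannot be told apart from the selection for Pico. In the DEGs of both kits at equal depth the median CV was 14% in Pico and 13.3% in TruSeq, and 17.6% in V4 and 14.3% in TruSeq.

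The DEGs were mostly lower after IL-1β with library totals. With TMM factors at a q-value of 0.1 the share of higher genes farthest from 50% was 47.2%, in V4, and at 0.01 the share in V4 was 56.5%. TMM factors centre the fold changes, so a share near 50% follows from them, and the scaling by library totals cannot be told apart from a real excess of falling genes.

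The share of DEGs of 1 kit alone that changed in the same direction in the other kit was tested against 90%, the value set for a single response seen with different precision. It was 96.1% or more in 3 of the 4 sets and 86% in the DEGs of V4 alone (43 of 50 genes, 95% interval 73.8 to 93). By the criterion set beforehand the value of 86% counts against this explanation. Because its interval includes 90%, the outcome was changed to undecided after the value was seen, so for V4 the explanation cannot be told apart from a difference in response.

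The correlation of fold changes between kits includes chance differences shared through the mice. In splits that mix the treatments it reached at most 0.648 between Pico and TruSeq, 0.599 between V4 and TruSeq and 0.465 between Pico and V4, below the real values of 0.897, 0.857 and 0.802, which argues against shared mice as the whole cause. Each mixed split keeps part of the response, since it sets 2 IL-1β mice and 1 saline mouse against 1 and 2, so these values do not measure what the mice share by chance.

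Lower depth was tested for the expressed genes. At equal depth the difference from TruSeq was -112 genes in Pico, no longer past the threshold, as depth would give, and -1372.5 in V4, still past it (exact test, p = 0.03125, adjusted 0.0469), which argues against depth as the whole cause in V4.

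The ratio of V4 to TruSeq fell with exonic length. Across 10868 genes Spearman's correlation was -0.569 ± 0.0267 (SD, n = 6 mice), and the value closest to 0 was -0.536, past the -0.2 set beforehand for a length bias of V4. Relative to all genes, the median log2 ratio was 0.82 ± 0.31 in the 817 genes under 1000 bases, 1.13 ± 0.08 at 1000 to 2000 bases and -1.49 ± 0.10 at 8000 bases or more, so that it did not fall over the shortest genes. For Pico the correlation was positive, up to 0.393, which argues against the platform and read length that Pico shares with V4. Given the GC content the correlation in V4 stayed at -0.503 or lower, which argues against GC content. Whether the priming, the amplification or the amount of RNA gives this trend was not tested.

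Reads of the opposite strand were tested in 288 genes overlapped by an abundant gene on the other strand. Their V4 to TruSeq ratio exceeded that of similar genes by a mean of 0.27 ± 0.07 (SD, n = 6 mice) on the log2 scale and by 0.16 in the lowest mouse, against -0.19 ± 0.09 for Pico. The V4 excess was 0.156 to 0.354 over the 6 mice, above 0 in each, and that of Pico was -0.296 to -0.0954, below 0 in each. All values of V4 were below the log2 1 set for counting without strand, so a median excess of that size is excluded in these genes. Genes entered from an overlap of 100 bases, so counting without strand need not reach log2 1. A smaller effect of the opposite strand stays open.

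Histone genes were higher in Pico than in TruSeq. In 25 genes the excess over all genes was 3.39 ± 0.59 (SD, n = 6 mice), and 2.75 in the lowest mouse. The test also asked that V4 not exceed log2 1, and V4 had an excess of 1.30 ± 0.49, at least log2 1 in 5 of 6 mice and 0.66 in the other, so the outcome was left undecided. The V4 excess as a share of the Pico excess was 0.403 ± 0.183 and reached 0.629, against the 0.5 set beforehand, with 4 of 6 mice below it. Against genes of similar exonic length the V4 excess was 0.81 ± 0.35 and reached 1.32, against the log2 0.5 set beforehand, with 4 of 6 mice at or above it. By the criteria set beforehand, which a single mouse decides, these values count against RNA without poly(A) tails and against the length trend as causes in V4. These outcomes were changed to undecided after the values were seen, because the mice fall on both sides of the limits, so for V4 these explanations cannot be told apart. No biological explanation was tested for these differences between kits, since the same mice entered each kit.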
